# Analysis of Host Gene Expression Profile in HIV-1 and HIV-2 Infected T-Cells

**DOI:** 10.1371/journal.pone.0147421

**Published:** 2016-01-28

**Authors:** Krishnakumar Devadas, Santanu Biswas, Mohan Haleyurgirisetty, Owen Wood, Viswanath Ragupathy, Sherwin Lee, Indira Hewlett

## Abstract

HIV replication is closely regulated by a complex pathway of host factors, many of them being determinants of cell tropism and host susceptibility to HIV infection. These host factors are known to exert a positive or negative influence on the replication of the two major types of HIV, HIV-1 and HIV-2, thereby modulating virus infectivity, host response to infection and ultimately disease progression profiles characteristic of these two types. Understanding the differential regulation of host cellular factors in response to HIV-1 and HIV-2 infections will help us to understand the apparent differences in rates of disease progression and pathogenesis. This knowledge would aid in the discovery of new biomarkers that may serve as novel targets for therapy and diagnosis. The objective of this study was to determine the differential expression of host genes in response to HIV-1/HIV-2 infection. To achieve this, we analyzed the effects of HIV-1 (MN) and HIV-2 (ROD) infection on the expression of host factors in PBMC at the RNA level using the Agilent Whole Human Genome Oligo Microarray. Differentially expressed genes were identified and their biological functions determined. Host gene expression profiles were significantly changed. Gene expression profiling analysis identified a subset of differentially expressed genes in HIV-1 and HIV-2 infected cells. Genes involved in cellular metabolism, apoptosis, immune cell proliferation and activation, cytokines, chemokines, and transcription factors were differentially expressed in HIV-1 infected cells. Relatively few genes were differentially expressed in cells infected with HIV-2.

## Introduction

A multitude of factors including viral diversity, host genetics and immunological factors contribute to pathogenesis and disease progression in HIV infected individuals. HIV infection is also known to impact host gene expression and cause profound changes to cellular physiology and metabolism [1–4]. However, the impact of host factors on pathogenesis and disease progression in infected individuals is not very well understood. HIV replication is closely regulated by a complex pathway of host factors and many of these host factors are determinants of cell tropism and host range of HIV and could positively or negatively regulate HIV replication. Indeed, several reports have shown that interaction of virus-encoded proteins with cellular proteins play a crucial role in viral replication and host determination. To date, over 250 host factors have been identified that modulate viral expression and disease progression [5–7]. Although many host factors have been identified, the regulatory mechanism of host factors on HIV life cycle is still not fully understood. Understanding the mechanisms that contribute to different outcomes of viral infection are important aspects in studying HIV pathogenesis and may contribute to the identification of new biomarkers of infection that could serve as new targets for therapy and aid in diagnosis. Therefore, it is important to determine the impact of host regulatory factors and cellular determinants on the replication kinetics of emerging, diverse HIV variants.

HIV is characterized by a high degree of genetic variation and includes two major types HIV-1 and HIV-2, and at least 11 different subtypes (A-K) of HIV-1, representing the major group M, and viruses representing the minor groups 0, N and P are responsible for the AIDS pandemic. HIV-1 and HIV-2 are closely related retroviruses that share many similar traits like modes of transmission, viral replication and pathogenesis. However, major differences exist between the clinical outcomes presented by the two viruses. Clinically, HIV-2 patients have a higher CD4 cell count at the time of AIDS, and generally have a longer survival after AIDS. Most people infected with HIV-2 do not progress to disease, even though the minority who do progress cannot be distinguished clinically from HIV-1-infected patients. HIV-1 is more pathogenic than HIV-2, with higher measurable levels of plasma viremia, however, the exact mechanisms contributing to these differences is not completely understood. Several studies have reported that pathogenesis of HIV-1 and HIV-2 differs at the cellular level with respect to virus infectivity, viral replication and host response to infection [3, 4, 8, 9]. Our published studies have shown that significant variations in cytopathic effects occur following *in vitro* infection with primary isolates of HIV-1 or HIV-2 subtypes in PBMC [9]. Preliminary findings using PBMC or Jurkat cells infected with HIV-1 or HIV-2 indicated that HIV-1 infection led to significant decreased cell growth and that there were differences between HIV-1 and HIV-2 infection at the molecular level that involved NF-kappa B and MAPKs signaling pathways and specific apoptosis-related proteins [10–13]. Thus, we undertook this study to understand the variations of cellular responses between the two HIV infections and to delineate the mechanisms of their pathogenesis. These studies should enable identification of new diagnostic and predictive biomarkers that could be putative targets for therapy.

With the advent of new high-throughput techniques, like next generation sequencing and microarray analysis, it is possible to obtain and analyze information on gene expression patterns comparing different groups of samples. Using these methods, there are many reports of *in vivo* or *in vitro* studies identifying differential gene expression profiles from HIV-1 infected patient samples and different cell types [14–21]. However, there is a lack of information about the profile changes induced by different HIV strains. Therefore, we initiated several studies to determine the differential expression of host genes in response to HIV-1/HIV-2 infection in order to understand mechanisms underlying delayed disease progression seen in most people infected with HIV-2. To achieve this, we analyzed the effects of HIV-1 (MN) and HIV-2 (ROD) infection on the expression of host factors in PBMC at the RNA level using the Agilent Whole Human Genome Oligo Microarray. Differentially expressed genes were identified and their biological functions determined. Host gene expression profiles were significantly changed at the time point tested. The gene expression profiling analysis identified a subset of differentially expressed genes in HIV-1 and HIV-2 infected cells. Genes involved in cellular metabolism, cytokines and chemokines, apoptosis, B and T cell activation and proliferation, cellular receptors and transcription factors were differentially expressed in HIV-1 infected cells. Relatively few genes were differentially expressed in cells infected with HIV-2. Notably, genes for proteins like heat shock protein (HSPA6), Splicing factor, arginine/serine-rich 9 (SFRS9), and keratin (KRT1) were differentially expressed in HIV-2 infected cells.

## Materials and Methods

### Peripheral blood mononuclear blood cells isolation and culture

Buffy coats from individual seronegative donors were provided by the NIH Blood bank. A categorical exemption is in place for CBER / FDA for experimental studies by CBER/FDA researchers using existing, deidentified samples of blood and /or blood products originally obtained under the NIH IRB-approved protocol and consent form 99-CC-0168. Written informed consent was obtained from healthy, normal blood donors for publication of this Case Report and any accompanying images according to the ethical principles of international ethical guidelines for biomedical research involving human subjects. This study was approved by the NIH ethics committee (study number: 99-CC-0168, PI: Susan F. Leitman, M.D.). Peripheral blood mononuclear cells (PBMC) were isolated from these buffy coats by a single step Ficoll-Hypaque density gradient method. Freshly isolated PBMC were stimulated for 72 h by culturing in RPMI-1640 medium supplemented with 10% heat inactivated FBS, penicillin-streptomycin, 10 U/ml IL-2 and 10μg/ml of PHA. The PBMC were cultured for 24 h post stimulation in regular media prior to infection. Jurkat cell line [22] was cultured in RPMI-1640 medium supplemented with 10% heat inactivated FBS, 1% penicillin, and 1% streptomycin.

### Viruses and infection

Jurkat cells were seeded at 1×10^6^ cells/ml for 24 h, and infected with known amounts (10ng/ml p24 units per 10^6^ cells) of HIV-1 (MN) and HIV-2 (ROD) and cultured for different days as indicated. PBMC cells were infected with known amounts (5ng/ml p24 units per 10^6^ cells) of HIV-1 (MN) and HIV-2 (ROD). Two hours post-infection, the tubes were washed with PBS to remove un-adsorbed virus and cells were fed with complete RPMI (RPMI 1640, 10% FBS, 1% penicillin–streptomycin supplemented with IL-2) and cultured in T75 flask. The cells were harvested at different times points as indicated (day 7 and day 15).

### RNA extraction

Total RNA was extracted from infected and uninfected cells using miRNeasy total RNA isolation kit (QIAgen) according to the manufacturer’s protocol. Briefly cells were lysed with 700μl of QIAzol lysis reagent. DNA was sheared using QIAshredder columns (QIAgen) and total RNA was extracted from this lysate using the RNeasy^®^ Mini column (QIAgen) according to the manufacturer’s protocol. RNA amount was estimated by spectrophotometry using the Nanodrop 1000 (Thermo Fisher).

### Agilent whole genome oligo microarray

Agilent microarray hybridization and analysis was carried out by ArrayStar Inc., MD. Briefly, the RNA samples that passed quality control on the Nanodrop ND-1000 and Bioanalyser 2100 were amplified and labeled using the Agilent Quick Amp Labeling Kit and hybridized to Agilent whole genome oligo microarray in Agilent’s SureHyb hybridization chambers. After hybridization and washing, the processed slides were scanned using the Agilent DNA microarray scanner following Agilent Technologies’ guidelines. The resulting.txt files extracted from Agilent Feature Extraction Software (version 10.5.1.1) were imported into the Agilent GeneSpring GX software (version11.0) for further analysis. The microarray data sets were normalized in GeneSpring GX using the Agilent FE one-color scenario. After quantile normalization of the raw data, genes that were categorized as Detected (“All Targets Value”) and had flags in at least 20 out of 24 samples were chosen for further data analysis. Differentially expressed genes were identified through Fold-change screening. The p-value was calculated using t-test. The p-values were corrected for multiple comparisons using the Benjamini & Hochberg false discovery rate method [23]. The analysis of Gene Ontology (GO) and Pathway is based on Fisher’s exact test.

### Gene co-expression network analysis

Gene co-expression networks were constructed for each of the top 25 upregulated and 25 down regulated differentially expressed genes in HIV-1 infected PBMC or in HIV-2 infected PBMC, by screening for significant gene to gene interactions using the online Gene MANIA program (http://www.genemania.org/) [24, 25]. The Gene MANIA program is an extensive database that uses a very large set of previously discovered functional association data and networks to find other genes that are related to a set of input genes. The GO term (biological process)-based weighting was used to determine the correlation coefficient between a differentially expressed input gene and related genes in its network to find the top 100 related genes with at most 20 attributes connecting the genes. Distinct functional modules of the top differentially expressed genes and additional related co-expressed were constructed from the top 25 upregulated and 25 down regulated genes with the top 100 connected edges in the co-expression networks using the Cytoscape vs.3.2.1 software (http://www.cytoscape.org/) plugin ClusterMaker using the community clustering application (GLay) [26, 27].

### cDNA synthesis and quantitative real-time PCR

To validate the microarray results derived from ArrayStar Inc., we tested the expression of selected genes by RT-PCR using RNA samples isolated from 5 independent donors. Real-time -PCR was performed using the two-step RT-PCR with SYBR-Green and ROX (Invitrogen) according to manufacturer's protocols. RNA from uninfected and infected PBMC was reverse transcribed with Superscript^®^ III First-Strand Synthesis SuperMix (Invitrogen). The resulting cDNA was then amplified by gene specific primers for real-time PCR by the SYBR-Green PCR mix (Invitrogen) which consisted of AmpliTaq^®^ Fast DNA Polymerase, UP (Ultra Pure), SYBR^®^ Green I dye, ROX^TM^ dye passive reference, Tris-HCl, KCl, 6 mM MgCl2, 400 μM dGTP, 400 μM dATP, 400 μM dCTP, 800 μM dUTP, uracil DNA glycosylase (UDG), and 20μM forward and reverse primers. The program for thermal cycling was 20 s at 95°C followed by 40 cycles of 3 s at 95°C, 30 s at 57°C. Housekeeping gene, GAPDH, was used as an endogenous control for each donor. Each sample was run in triplicate to ensure accurate fold change estimation. Relative gene expression was calculated by the ΔΔCt method. Briefly, Ct values for the gene of interest and GAPDH was obtained from each donor RNA and the Ct value of the gene-of interest was normalized to the Ct value of GAPDH. Final results are expressed as n-fold difference in expression of gene-of-interest relative to GAPDH gene for infected and uninfected as n-fold = 2^ − (ΔCt infected −ΔCt uninfected).

### Western Blot

Cultures of PBMC were harvested and washed in ice-cold PBS three times. Proteins were isolated from the cells with RIPA buffer (Thermo Scientific cat # 89901). Total protein was quantitated using Pierce® BCA protein assay kit- reducing agent compatible (Thermo scientific). Equal amounts of protein (5μg) were heated (70°C for 10 minutes) in the NuPAGE® LDS sample buffer and NuPAGE®reducing agent and separated on NuPAGE® Bis-Tris Gel (4–12%) (Life technologies) and blotted onto Amersham Hybond ECL Nitrocellulose membrane. Cellular proteins were detected with the primary mouse monoclonal antibody raised against recombinant 3PGDH of human origin (Santa Cruz Biotechnology, Inc., Cat # sc-100317), rabbit polyclonal antibody raised against synthetic PSAT1 peptide of human origin (Santa Cruz Biotechnology, Inc., Cat # sc-133929) and β-Actin rabbit monoclonal antibody (Cell Signaling). Proteins were visualized using an ECL western blotting analysis system (GE Healthcare).

## Results

### Microarray and differential gene expression analysis results

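Peripheral blood mononuclear cells (PBMC), the lymphocytes and monocytes of blood, were taken from 3 donors, and the cells of each donor were divided into an uninfected culture, a culture given HIV-1 (strain MN) and a culture given HIV-2 (strain ROD) at 5 ng/ml of p24, the viral core protein by which the dose was set. RNA collected on day 7 was labelled with a single dye and hybridized to 9 arrays, so that each donor, called replicate 1, 2 or 3 here, gave 1 array of uninfected cells, 1 of HIV-1 infected cells and 1 of HIV-2 infected cells. For every spot the authors deposited the processed signal of Agilent's Feature Extraction program, which is the brightness of the spot on a linear scale after subtraction of the background and is not normalized between arrays. Their quantile normalized log2 values were deposited for a smaller number of probes and were used here as an alternative. The log2 values of the spots were quantile normalized over the 9 arrays and averaged over the spots of a probe without spots marked as outliers, and a probe was kept when it was well above background on at least 8 of the 9 arrays. The paper's own filter counted over a larger set of arrays, and the arrays of that set from other time points were not analysed here. Differences were fitted with limma in a single model of the 9 arrays with a term for the donor. A probe was called up-regulated or down-regulated at the paper's thresholds, a fold change of 1.5 or more and an unadjusted p of 0.05 or less, and p was also adjusted by Benjamini-Hochberg over all probes tested. The 75th percentile of the processed signal was between 1255 and 1810 on 8 arrays and was 239.4 on the uninfected array of replicate 2. On those 8 arrays 75.2% to 81.3% of the spots were well above background, and on that array 65.6% were. The 3 arrays of replicate 1 shared a slide, as did the 3 of replicate 3. In replicate 2 the uninfected array was on a different slide from the HIV-1 and HIV-2 arrays, so for this donor the slide and the infection cannot be told apart. The precision of every value is limited by the number of arrays: with 3 donors, flipping the signs of the donors' changes cannot give a two-sided p below 0.25, and an exact permutation test of 3 arrays against 3 cannot go below 0.10.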

RNA samples from PBMC isolated from 3 independent donors productively infected with HIV-1 MN or HIV-2 ROD (Table 1) were used to obtain gene expression data from Agilent microarrays. 

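Each array held 44495 spots, of which 43118 were not controls. These carried 34127 different probes, with 999 probes printed on 10 spots each and every other probe on 1. The array annotation gives most probes an accession but no current gene symbol. The accessions of 25505 probes (74.7%) matched a RefSeq gene table, and a further 37 probes were named through S1 File, which gave 19574 different gene symbols. The filter left 23095 probes with 14879 different symbols, and 4392 of the kept probes had no symbol. Where a gene had several probes, the probe listed in S1 File was used for a gene named in the paper. For a named gene without such a probe, and in lists of genes, the probe with the highest mean signal was used. Genes given for having the largest changes were picked by probe, so their probe was chosen by the size of its change.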

The Agilent microarray used contained 43,377 probe sets corresponding to approximately 30,000 genes described for whole human genome. Agilent Feature Extraction software (version 10.7.3.1) was used to analyze acquired array images. Quantile normalization and subsequent data processing were performed using the GeneSpring GX v11.5.1 software (Agilent Technologies). 

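Before normalization, the median processed signal was 155.7 to 223.3 on 8 arrays and 50.8 on the uninfected array of replicate 2. Quantile normalization gives every array the same distribution of log2 values and so removes the difference in overall brightness, but not differences in which probes are bright. After it, the correlation across probes of an array with the mean of the other 2 arrays of its group was 0.904 to 0.965 for 8 arrays and 0.826 for the uninfected array of replicate 2. Probes within an array are not independent replicates. The authors' deposited values were on the log2 scale, and all normalized values printed in S1 File equalled them to 4 decimals.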

The Scatter-Plot is a visualization method used for assessing the gene expression variation (or reproducibility) between arrays. The values of X and Y axes in the Scatter-Plot are the normalized signal values of the averaged normalized signal values of the compared groups (Fig 1). 

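Within each donor, the share of the kept probes that differed at least 1.5 fold between HIV-1 infected and uninfected cells was 22.3% in replicate 1, 67.2% in replicate 2 and 18.1% in replicate 3. Between HIV-2 infected and uninfected cells the shares were 29.4%, 66.8% and 9.31% in the same order. Between the HIV-1 and HIV-2 infected cells of a donor, a comparison without the uninfected arrays, they were 33.2%, 12.2% and 17.2%. The median absolute log2 change after HIV-1 was 0.31, 0.96 and 0.27, and after HIV-2 it was 0.35, 0.96 and 0.19. Across probes, the changes after HIV-1 and after HIV-2, which share the uninfected array of the donor, correlated with r = 0.43 in replicate 1, 0.96 in replicate 2 and 0.43 in replicate 3. Between donors, the changes after HIV-1 correlated across probes with r between -0.04 and 0.25, those after HIV-2 between -0.15 and 0.11, and those between the viruses between 0.12 and 0.33. These correlations are across probes, which are not independent replicates.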

The green lines are Fold Change Lines (The default fold change value is 1.5). The genes above the top green line and below the bottom green line indicated more than 1.5 fold change of genes between two groups. Differentially expressed genes were identified through Fold Change filtering and Volcano Plot filtering (Fig 2A). To identify differentially expressed genes a Fold Change filtering between two samples was performed. The default threshold was set at Fold Change ≥1.5. To identify differentially expressed genes with statistical significance, a Volcano Plot filtering between two groups was performed using a default threshold of Fold Change ≥1.5, P-value ≤0.05. The p-values were adjusted for multiple comparisons by using the Benjamini & Hochberg false discovery rate method [23]. Analysis revealed a number of differentially expressed genes between HIV-1 MN and HIV-2 ROD infected cells at the time point tested (see S1 File). A total of 116 genes were found to be differentially up-regulated and 200 genes were down-regulated in HIV-1 infected samples compared to the uninfected control at day 7. 

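At a fold change of 1.5 and an unadjusted p of 0.05, limma called 554 probes up-regulated and 592 down-regulated in HIV-1 infected cells. Of these 1146 probes, 1100 (96.0%) changed in the same direction in all 3 donors. In all, 1175 of 23093 probes had an unadjusted p of 0.05 or less, where chance alone would give about 1155. After Benjamini-Hochberg adjustment limma left 0 probes at 0.05 or less, and the lowest adjusted p was 0.243, for CBS. The methods' t-test, run between the arrays of each donor on the same values, called 128 probes up-regulated and 210 down-regulated. It gave 913 probes an unadjusted p of 0.05 or less and also left 0 after adjustment. On the authors' normalized values, an alternative chosen after the data had been seen, the t-test called 116 and 200 probes, the same probes as in S1 File. Among all alternatives this moved the up-regulated count most. Of the 116 up-regulated probes, 82 were also called by limma, and of the 199 down-regulated ones that passed the filter, 160 were. Leaving out replicate 3 lowered limma's counts to 279 and 206. Outside the genes that the paper names, the largest changes in the same direction in all donors included SLC38A2, which rose by a log2 of 2.94 (standard error 0.95), by 1.63 without replicate 2, and whose other probe rose by 1.36. They also included TREM2, which fell by 2.14 (standard error 0.46), and IGFL2, which fell by 2.78.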

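In HIV-2 infected cells limma called 328 probes up-regulated and 307 down-regulated, and 553 of these 635 probes (87.1%) changed in the same direction in all 3 donors. An unadjusted p of 0.05 or less was reached by 644 probes, fewer than the share that chance gives among the probes tested. By limma 0 probes had an adjusted p of 0.05 or less, and the lowest was 0.739. The methods' t-test on the same values called 32 and 49 probes, with 384 probes at an unadjusted p of 0.05 or less and 0 after adjustment. Of the 31 up-regulated probes of S1 File, 30 passed the filter and 19 were called by limma, as were 26 of its 36 down-regulated probes. Among called genes with the same direction in all donors, the largest increases were those of ADAMDEC1 and C1QA. ADAMDEC1 had a log2 change of 3.22 (standard error 1.01), and 2.10 to 4.00 with a replicate left out. C1QA had 2.91 (standard error 1.13), of which replicate 2 gave 6.75 and replicate 3 gave 0.19. Without replicate 2 the increase of C1QA was 0.99 and not called. ADAMDEC1 also rose in HIV-1 infected cells, by 2.31 (0.66 to 3.47 with a replicate left out). Its direct difference between HIV-1 and HIV-2 infected cells was -0.90 (-1.44 to -0.08 with a replicate left out). The largest decrease was that of DIO1, with -2.54, which was -1.27 and not called without replicate 2. The log2 change of DIO1 in HIV-1 infected cells was -2.74. With a replicate left out it ranged from -3.88 to -1.66, at an unadjusted p of up to 0.0922 from limma. Without replicate 3, the counts for HIV-2 rose to 459 and 323 probes.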

Whereas, at day 7 post-infection, a substantially lower number of genes were found to be differentially up-regulated (21 genes) or down-regulated (36 genes) in HIV-2 infected cells, indicating a different pattern of gene expression consistent with a lower level of cell activity compared to HIV-1 infected cells. 

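Between the 2 viruses, 186 probes were called in the same direction by limma, 91 of them up-regulated and 95 down-regulated, and 4 were called in opposite directions. The t-test on the same values called 6 probes for both. Both comparisons use the same 3 uninfected arrays, which makes them alike in part even if the viruses act independently. The simulations given next drew the noise of each probe separately. Variation that probes share is left out, so their ranges may be too narrow. In 100 simulated data sets of 22953 probes in which neither virus had any effect and the uninfected arrays were shared, limma called a median of 239 probes for both (195 to 274), against 180 observed on the same probes, and with equal noise on every array, a setting chosen after the data had been seen, a median of 296.5 (258 to 345). Among the genes of Fig 2B, ANXA8L2 had a log2 change of -0.96 after HIV-1 and -0.92 after HIV-2, and PRO0628 rose by 0.85 and 0.82, with unadjusted p of up to 0.117 and 0.104 without replicate 3. UBE3B rose by 1.09 after HIV-1 (unadjusted p = 0.0883, and 0.32 without replicate 2) and by 0.68 after HIV-2 (unadjusted p = 0.255, and -0.15 without replicate 2) and was not called. RCAN2 changed by 0.40 after HIV-1 (unadjusted p = 0.42, and -0.26 without replicate 3) and by -1.01 after HIV-2 (unadjusted p = 0.0674).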

A few of the differentially expressed genes were common to both HIV-1 and HIV-2 infected PBMC at day 7 post infection (Fig 2B). Additional analysis comparing the differentially expressed genes from our data set to data sets from clinical and experimental HIV studies deposited in the Gene Expression Omnibus data base were carried out. Comparison of our data with the data from clinical HIV studies identified a few common genes that were differentially expressed (S1 Table). 

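In HIV-1 infected cells, RGS16 had a log2 change of 0.98 (standard error 0.28, unadjusted p = 0.0102 from limma), with 1.01, 0.98 and 0.96 in replicates 1 to 3, at a probe on chromosome 1 of hg19 from 182571118. NAMPT rose by 0.96 (unadjusted p = 0.0358). RAD54L fell by 1.1 (standard error 0.26, unadjusted p = 0.00404), ZBTB32 fell by 0.96 and by 0.32 at its other probe, and CDC25C fell by 0.86. ME3 fell by 0.64 and was not called (unadjusted p = 0.0864). Of the 4 up-regulated genes of this comparison 4 were called, and of the 6 down-regulated ones 5 were. Adjusted over the list alone, limma with Benjamini-Hochberg left the same 4 and 5 at 0.05 or less, and adjusted over all probes it left 0. The study chose these genes on the same arrays, so the adjustment over the list is not independent evidence. With a replicate left out, the p of RGS16 rose to as much as 0.0737 and that of NAMPT to 0.159 (without replicate 1), and those of ZBTB32 to 0.0663 and CDC25C to 0.112 (without replicate 3). The patients' data sets were not analysed here.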

Comparison of our data set to the differentially expressed genes between PBMCs isolated from 22 seropositive persons and 12 seronegative persons shown in GSE2171 data set [18] revealed that genes like ATF3, HIF0, NAMPT, and RGS16 were commonly up-regulated and genes like ZBTB32, CDC25C, ME3, FABP5, APOC1 and RAD54L were down regulated. Similarly, comparison of our data set to the differentially expressed genes from CD4+ and CD8+ T cells from HIV patients identified in GSE6740 data set [28] demonstrated that common genes like ANKH, IL13RA1, NAMPT, B3GALT2, CREBBP, and TGIF1 were upregulated and other genes like ZBTB32, MRPS14, RBM8A, FABP5, HIVEP3, SLC29A1 and DLGAP5 were commonly down regulated.

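In HIV-1 infected cells, 4 of the 6 up-regulated genes and 6 of the 7 down-regulated genes of this list were called by limma. Adjusted over the list alone, 0 and 6 stayed at 0.05 or less, and adjusted over all probes 0 did, and again the study chose the list on these arrays. B3GALT2 rose by a log2 of 0.60 (unadjusted p = 0.0392), ANKH by 0.88 (unadjusted p = 0.0876, not called) and IL13RA1 by 0.60 (unadjusted p = 0.114, not called), while a second probe of IL13RA1 fell by 0.28. DLGAP5 fell by 1.56 (standard error 0.32), SLC29A1 by 1.05 (standard error 0.26) and HIVEP3 by 1.04 (standard error 0.28). MRPS14 fell by 0.54, short of a fold change of 1.5. The probe listed for RBM8A, which the array annotation places on chromosome 14, fell by 0.64 while another probe of the gene rose by 0.46. With a replicate left out, the unadjusted p rose to as much as 0.179 for B3GALT2, 0.149 for RBM8A and 0.0521 for SLC29A1 (without replicate 1) and 0.0591 for HIVEP3 (without replicate 3). For the same list in HIV-2 infected cells, IL13RA1 rose by 0.96 and HIVEP3 fell by 0.80, with an unadjusted p of up to 0.191 (without replicate 1) and 0.127 (without replicate 3).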

**Fig 1:**
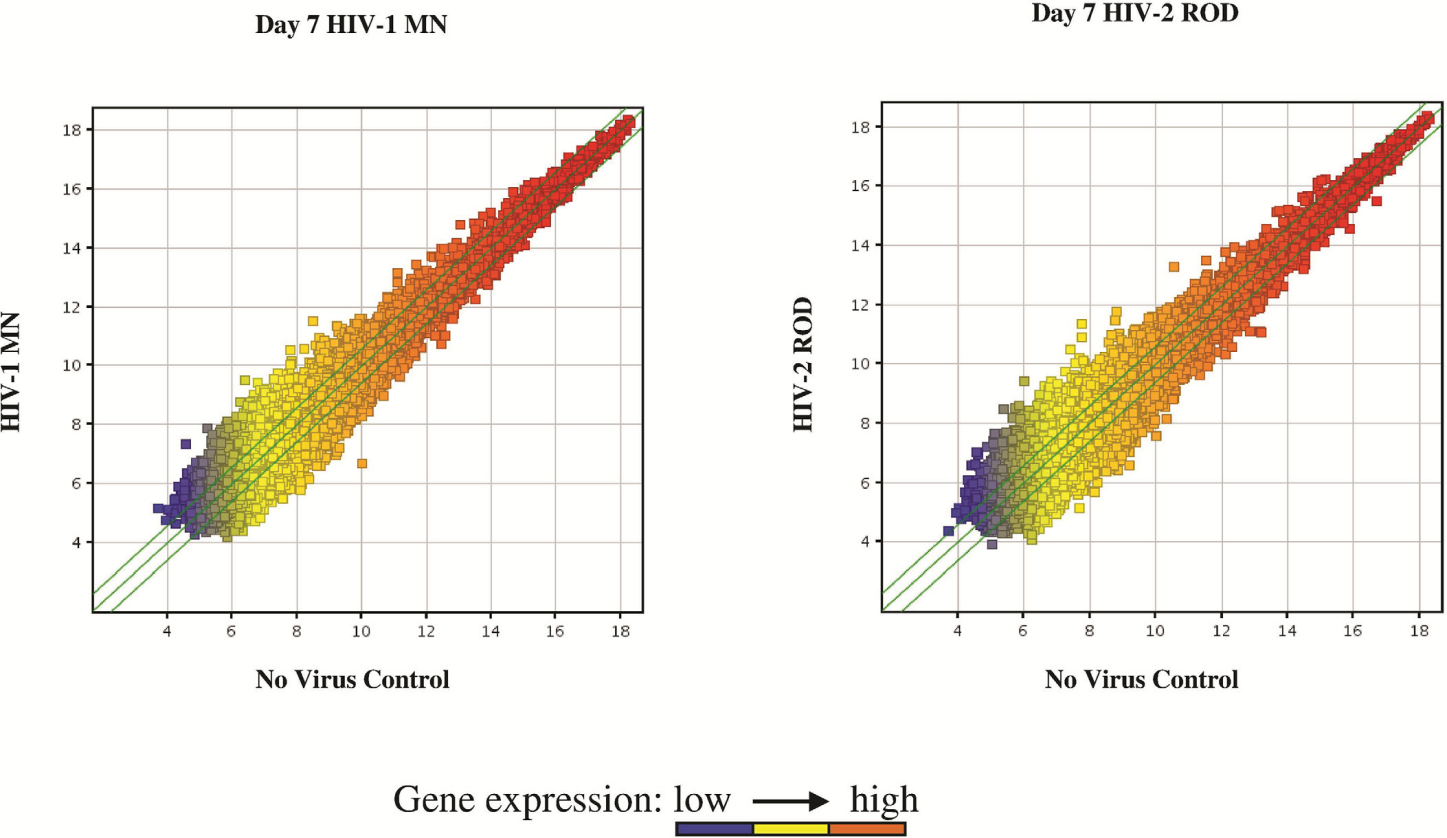
Scatter plot of genes expressed in HIV-1 or HIV-2 infected cells, Day 7 post infection. The values of X and Y axes in the Scatter-Plot are the normalized signal values of the averaged normalized signal values of the compared groups. The green lines are Fold Change Lines (The default fold change value is 1.5). The genes above the top green line and below the bottom green line indicated more than 1.5 fold change of genes between two samples or groups.

**Fig 2:**
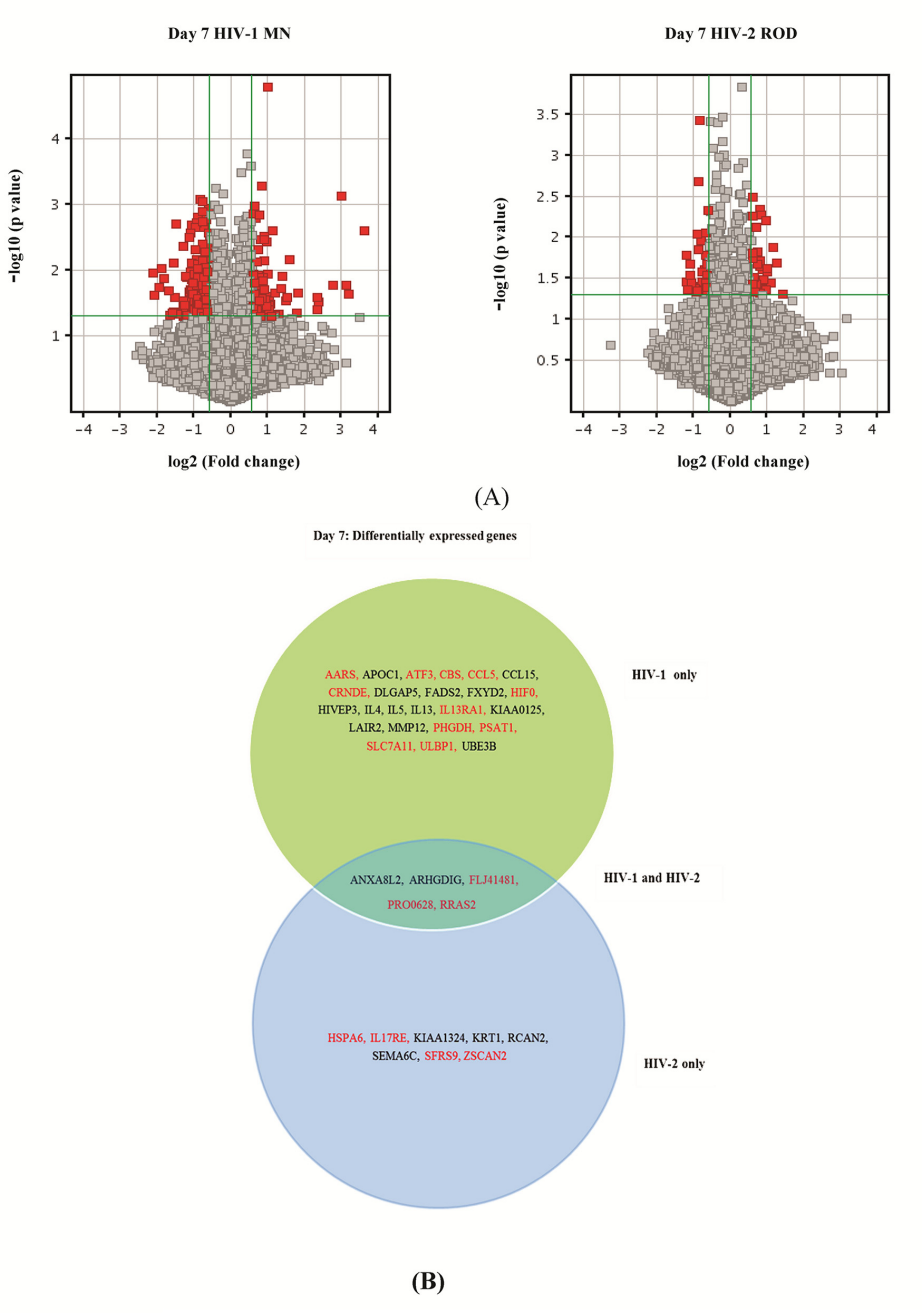
Differentially expressed genes in HIV-1 or HIV-2 infected cells. (A) Volcano Plot of differentially expressed genes in HIV-1 or HIV-2 infected cells, Day 7 post infection. The vertical lines correspond to 1.5-fold up and down and the horizontal line represents a P-value of 0.05. (B) Venn diagram of a subset of differentially expressed genes in HIV-1 or HIV-2 infected cells, Day 7 post infection. The genes depicted in red represent up regulated genes and genes depicted in black represent down regulated genes.

**Table 1:** Quantification of HIV-1 (P-24) and HIV-2 (P-26) antigens.

Donor	HIV-1 p24 (pg/ml)	HIV-2 p26 (pg/ml)
No. 1	1909	17683.965
No. 2	5649	46071.77
No. 3	1803	41414.58

HIV-1 replication was quantitated by measuring HIV-1 p24 using the Alliance HIV-1 p24 Antigen ELISA Kit (Perkin Elmer) and HIV-2 replication was quantitated by measuring HIV-2 p26 using the RETRO-TEK SIV p27 Antigen ELISA Kit (ZeptoMetrix).

### Functional analysis: GO and Pathway enrichment analysis results of differentially expressed genes

The differentially expressed genes were subjected to functional analysis using the Gene Ontology database (GO). GO analysis helps to associate the each of differentially expressed gene with its function based on GO categories and facilitates the understanding of the intricate network of gene interactions and its impact on viral replication. The GO categories are derived from Gene Ontology database (http://www.geneontology.org) which comprises of three structured networks of defined terms that describe gene product attributes like different biological processes, cellular components and molecular functions describing involved metabolic pathways. Fisher’s exact test was used to determine if there was more overlap between the differentially expressed genes and the GO annotation list than would be expected by chance. The significance of GO Term enrichment in the differentially expressed gene list was based on a P-value ≤ 0.05. From this analysis relevant data (see S2 File) for the differentially expressed genes about the subcellular distribution (cellular component), the association with different biological processes, and the impact on metabolic pathways and molecular functions could be deduced. Analysis of the data revealed considerable variation in the sub-cellular distribution of the differentially expressed genes between HIV-1 and HIV-2 infected cells at the time point (day 7) tested. Differentially expressed genes in HIV-1 or HIV-2 infected cells at day 7 post-infection exhibited a similar localization pattern. The genes identified on day 7 post-infection in HIV-1/HIV-2 infected cells were predominantly sequestered within the cytoplasm and associated with organelle membranes like the endoplasmic reticulum and sarcoplasmic reticulum, plasma membrane and lipid-protein complexes. In addition, several genes were localized to the extracellular space. GO analysis revealed significant differences between genes differentially expressed on day 7 post-infection in HIV-1 and HIV-2 infected cells for biological processes. The biological processes for genes differentially expressed in HIV-1 infected cells include genes involved in apoptosis, regulation of transcription, cell cycle, biosynthesis, B-cell /T-cell activation and proliferation, lipid and steroid metabolism were found to be significantly down-regulated (Fig 3). 

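Lists of genes fixed in advance were used for these processes, since the gene ontology analysis itself was not repeated. Of 43 genes active in dividing cells, 37 fell in HIV-1 infected cells, with a median log2 change of -0.57 (-0.85, -0.56 and -0.33 in replicates 1 to 3, adjusted p = 3.8e-09). Of 23 genes of cholesterol synthesis, 20 fell, with a median of -0.49 (-0.81, -0.23 and -0.61, adjusted p = 6.3e-06). Both p come from limma's camera with an inter-gene correlation of 0.01, adjusted by Benjamini-Hochberg over 15 tests of 5 lists in 3 comparisons. Of these 15 tests, 14 had an adjusted p of 0.05 or less. With fry, 1 of the 14 kept it, the amino acid list in HIV-1 infected cells, and with the correlation estimated from the arrays 0 did, so the test chosen moved these results most. For the dividing cell list fry gave an adjusted p of 0.178 and for the cholesterol list 0.131. The paper names 2 genes of the dividing cell list and 7 of the cholesterol list, so in that part the lists are not independent of it. Without 1 replicate at a time the medians ranged from -0.74 to -0.47 and from -0.66 to -0.39.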

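Of 46 genes that respond to a shortage of amino acids, such as those for amino acid synthesis, transport and loading onto transfer RNA, 45 rose in HIV-1 infected cells. Their median log2 change was 1.12, with 1.31, 1.57 and 0.91 in replicates 1 to 3 (camera adjusted p = 8.4e-30, fry adjusted p = 0.0435). With the correlation estimated from the arrays the adjusted p was 0.107. Without 1 replicate at a time the median stayed between 1.18 and 1.24. Of the 49 genes on the list as written, 9 are named in the paper, among them CBS, PHGDH and PSAT1 from these arrays. The list is not independent of the paper in that part. Among genes of the list that the paper does not discuss, CHAC1 was 2.95 higher in log2 in HIV-1 than in HIV-2 infected cells (standard error 0.56).

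**Figure D1:**
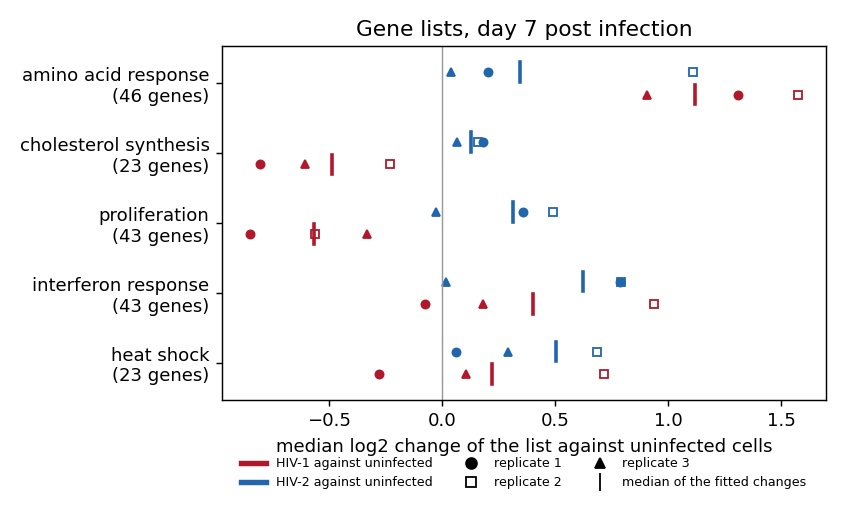
Median log2 change of the genes of 5 lists, per donor (circle, open square and triangle for replicates 1, 2 and 3) in HIV-1 (red) and HIV-2 (blue) infected cells against uninfected cells, with a bar at the median of the fitted changes. The amino acid list lies at 0.91 or higher in every donor after HIV-1.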

Whereas, genes involved in cellular biosynthesis and amino acid metabolism, gene regulation and transcription were found to be up-regulated (Fig 3). The biological processes implicated for the differentially expressed genes in HIV-2 infected cells were predominantly genes involved in biological regulation, humoral immune response, viral reproduction and nuclear transport, signal transduction and organic acid metabolism (Fig 4). 

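In HIV-2 infected cells the list of amino acid genes rose by a median log2 of 0.35 (35 of 46 genes up, camera adjusted p = 1.2e-06), of which replicate 2 gave 1.11 and replicates 1 and 3 gave 0.20 and 0.04. Without replicate 2 the median was 0.14. The dividing cell list rose by 0.31 (35 of 43 genes, adjusted p = 4.4e-05), with 0.36, 0.49 and -0.03 in replicates 1 to 3, and a list of heat shock genes by 0.50 (19 of 23 genes, adjusted p = 9.0e-05), with 0.06, 0.69 and 0.29 in the same replicates and 0.21 without replicate 2. Without replicate 1 the median of the dividing cell list was 0.16. The cholesterol list changed by 0.13 (adjusted p = 0.027), and without replicate 1 or replicate 3 it was no longer past an adjusted p of 0.05, with medians of 0.08 and 0.11. The lowest adjusted p that fry gave to these lists was 0.178. Heat shock genes in HIV-1 infected cells changed by 0.22 (adjusted p = 0.15). Between the viruses, the amino acid list was 0.84 higher in HIV-1 than in HIV-2 infected cells, and the differences of the cholesterol and dividing cell lists were -0.66 and -0.90, each with the same sign in all 3 donors (camera adjusted p = 3.7e-30, 1.5e-17 and 1.2e-33, and fry adjusted p = 0.0663 for each).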

Analysis of the implicated molecular functions of the differentially expressed genes in HIV-1 infected cells on day 7 post-infection revealed that the gene functions were related to protein and nucleic acid binding, transcription factor binding, ATPase and GTPase activity, cellular transport and apoptosis activator activity. Comparatively a lower number of genes were differentially expressed in HIV-2 infected cells at day 7 post-infection. 

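Tested directly against each other with limma, HIV-1 and HIV-2 infected cells differed at 264 probes that were higher and 422 that were lower in HIV-1 infected cells. Of these 686 probes, 675 (98.4%) differed in the same direction in all 3 donors, and 709 probes had an unadjusted p of 0.05 or less. Adjusted by Benjamini-Hochberg limma left 0 probes, with a lowest adjusted p of 0.862, and the methods' t-test called 214 and 248 probes, with 1578 at an unadjusted p of 0.05 or less and 0 after adjustment. Without replicate 1 the limma counts were 40 and 120, and without replicate 2 they were 876 and 743. Of the up-regulated probes of S1 File for HIV-1, 104 of 116 also rose in HIV-2 infected cells, and 35 were higher in HIV-1 than in HIV-2 infected cells at an unadjusted p of 0.05 or less. Of its down-regulated probes, 155 of 199 also fell after HIV-2 and 84 were lower in the direct test. Sharing the uninfected arrays gives such agreement by itself: by the t-test on the quantile normalized values 81.7% of the HIV-1 calls had the same sign after HIV-2, and in simulations without a virus effect a median of 94.1% (89.5% to 100%). In the same simulations with shared uninfected arrays, no virus effect and the noise of each array as measured, the number of HIV-1 calls had a median of 590 (514 to 652), against 1135 observed, and that of HIV-2 calls a median of 741.5 (663 to 815), against 626. With equal noise on every array, chosen after the data had been seen, the medians were 1088 (1010 to 1165) and 1092 (1011 to 1202), and 11 of 100 simulations had as many HIV-1 calls as observed. All these simulations drew the noise of each probe separately, without variation that probes share. Their ranges and shares may therefore be too narrow to serve as a test. From the lower number of calls in HIV-2 infected cells, the paper proposes that the pattern of gene expression differs between the viruses and that the level of cell activity is lower than in HIV-1 infected cells.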

The molecular functions of the differentially expressed genes were carbohydrate kinase activity, oxidoreductase activity, catalytic activity, kinase activity, protein binding activity and transcription repressor activity. Specific metabolic pathways were analyzed using the KEGG database. 

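Of the genes listed in Table 2 for HIV-1, CYP51A1, DHCR7 and EBP of steroid synthesis were called in HIV-1 infected cells, with log2 changes of -0.85, -0.95 and -0.93 (unadjusted p of up to 0.0938, 0.0758 and 0.0998 with a replicate left out). Of the 4 terpenoid genes 3 were called, with ACAT2 at -1.01, MVK at -0.95 and FDPS at -0.67 (unadjusted p of up to 0.0513, 0.1 and 0.181 with a replicate left out), and PDSS1, at -0.49, was not (-1.44, 0.13 and -0.17 in replicates 1 to 3). Of the 4 genes of unsaturated fatty acid synthesis, FADS1 and FADS2 were called, SCD fell by 0.29 (unadjusted p = 0.501) and ACOT7 rose by 0.37 (unadjusted p = 0.595, and -0.52 without replicate 2). In the glycine, serine and threonine pathway 4 of 5 genes were called, including SHMT2, which rose by 0.83 (standard error 0.27, unadjusted p = 0.175 without replicate 1). In the asthma pathway 3 of 4 were called, and IL10 fell by 1.41 (standard error 0.38, unadjusted p = 0.0527 without replicate 1). Of 12 genes of the HTLV-I pathway 3 were called, of which IL6 rose by 2.57 with a standard error of 1.03 (unadjusted p = 0.154 without replicate 3). Of the 13 genes of fat digestion 2 were called in the paper's direction, and NPC1L1 rose by 1.12 at its brighter probe and fell by 1.64 at another. Adjusted over each of the other lists alone, limma with Benjamini-Hochberg left 3 terpenoid, 2 unsaturated fatty acid, 4 glycine, 3 asthma, 1 HTLV-I and 0 fat digestion genes at 0.05 or less. Adjusted over all probes it left 0. The paper presents the lists as differentially expressed genes, so they are not independent evidence. For the glycine, HTLV-I and fat digestion pathways, Table 2 gives a selection size above the paper's count for day 7. Those lists may come from another selection, and a gene not called here need not contradict them.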

In HIV-1 infected cells the differentially expressed genes on day 7 post-infection were mainly related to steroid biosynthetic pathway, terpenoid backbone synthesis, biosynthesis of unsaturated fatty acids, glycine, serine and threonine metabolism pathways (Table 2). In contrast, in HIV-2 infected cells the differentially expressed genes were associated predominantly with pathways involved in Neuroactive ligand-receptor interaction, arachidonic acid metabolism pathway, fat digestion and absorption, antigen processing and presentation pathway and Hematopoietic cell lineage pathway (Table 2).

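Of the genes that Table 2 lists for HIV-2, 1 of 6 in protein processing was called in HIV-2 infected cells, HSPA6, and 0 of 10 in the spliceosome were. By limma 1 of the 6 and 0 of the 10 had an unadjusted p of 0.05 or less, and none had an adjusted p of 0.05 or less, over the list alone or over all probes. HSP90AA1 rose by a log2 of 0.61 (standard error 0.28) and STT3A by 1.85 (standard error 0.91), of which replicate 2 gave 3.82. In protein processing 5 of the 6 genes rose, and in the spliceosome 4 of the 10. Table 2 gives both lists a selection size above the paper's count for day 7, so they may come from another selection. THOC1 changed by -0.34 and SF3B1 by 0.31, each with a standard error above 0.70. Of the fat digestion genes, PNLIPRP1 fell by 1.56 in HIV-2 infected cells, with -0.03, -4.13 and -0.53 in replicates 1 to 3.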

**Fig 3:**
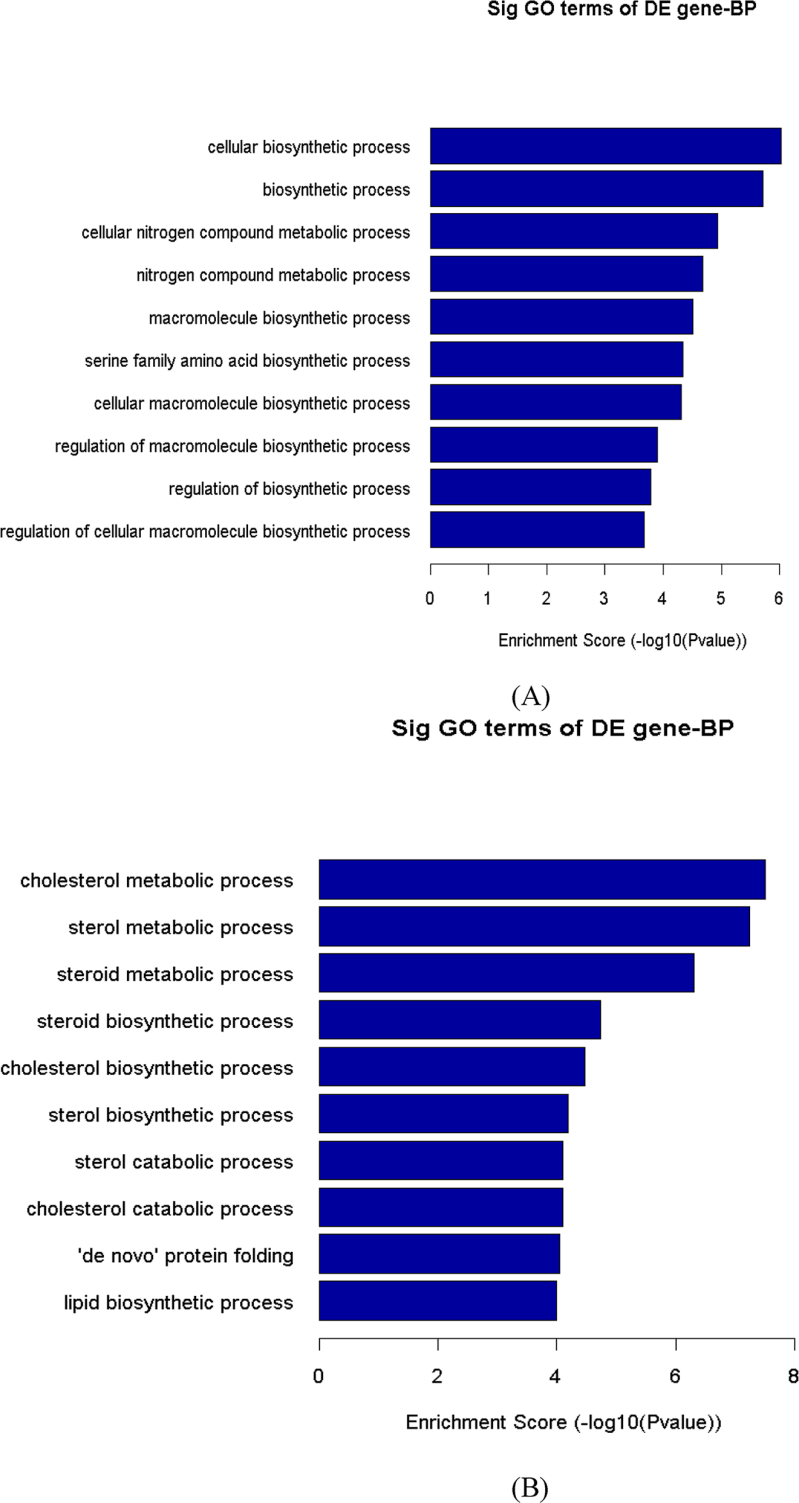
Gene Ontology (GO) analysis of differentially expressed genes in HIV-1 MN infected cells. The chart shows the top ten counts of the significant enrichment terms. The count describes the number of differentially expressed genes associated with the listed GOID. The top GO (biological process) terms that occur in the differently expressed genes from PBMCs infected cells with HIV-1 MN are shown. The bar plot shows Fold Enrichment value of the significant enrichment terms. Pathway analysis for differentially expressed (A) up regulated genes and (B) down regulated genes.

**Fig 4:**
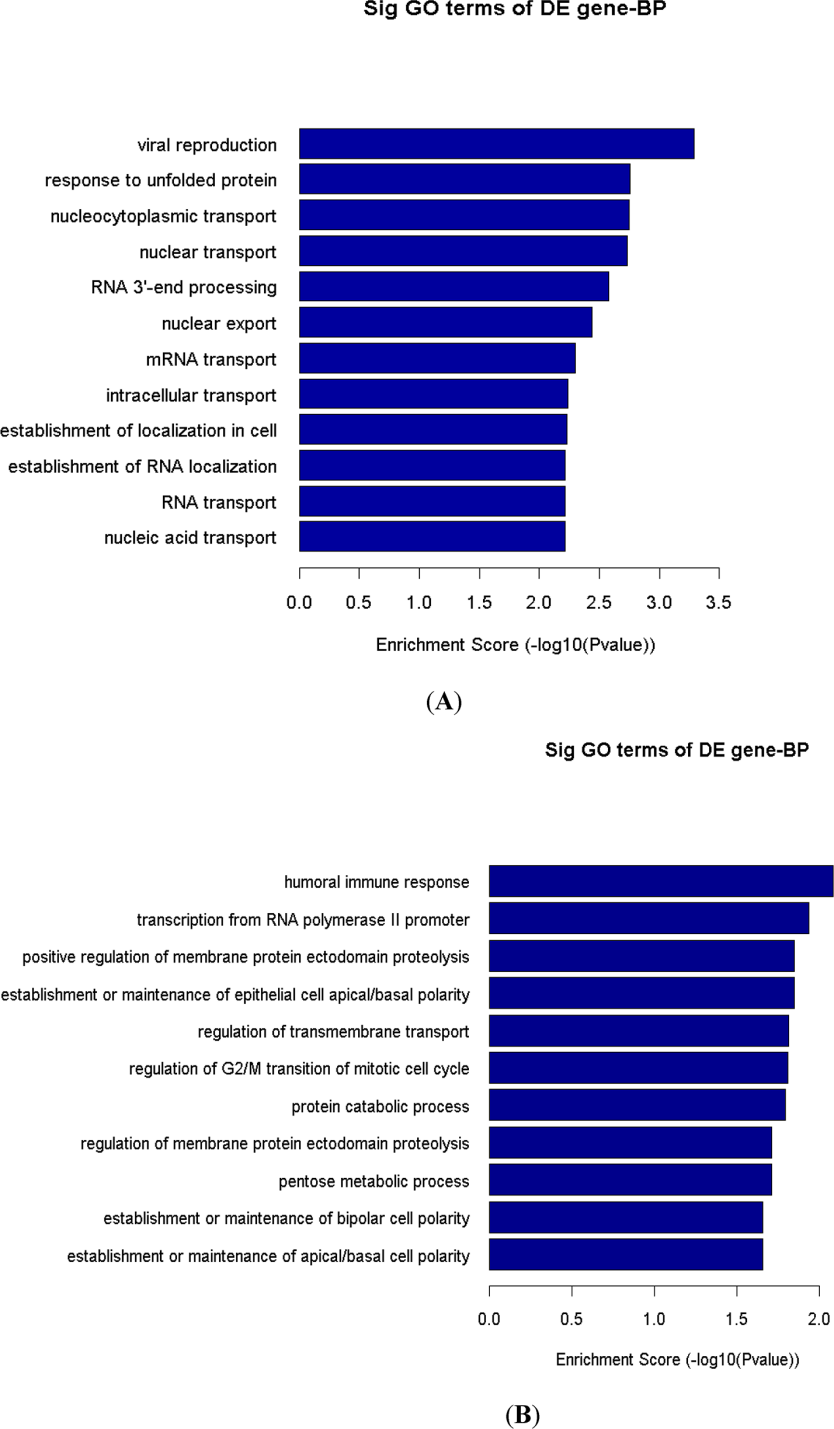
Gene Ontology (GO) analysis of differentially expressed genes in HIV-2 ROD infected cells. The top GO (biological process) terms that occur in the differently expressed genes in PBMCs infected cells with HIV-2 ROD are shown. The bar plot shows Fold Enrichment value of the significant enrichment terms. Pathway analysis for differentially expressed (A) up regulated genes and (B) down regulated genes.

**Table 2:** KEGG Pathway analysis of the differentially expressed genes.

Virus	Regulation	Pathway ID	Definition	Fisher p value	Selection Counts	Selection Size	Count	Size	FDR	Enrichment Score	Genes
HIV-1	down	hsa00900	Terpenoid backbone biosynthesis	0.00056	4	165	15	6080	0.015283	3.247976	ACAT2,FDPS,MVK,PDSS1
HIV-1	down	hsa00100	Steroid biosynthesis	0.00147	4	165	19	6080	0.03316	2.831573	CYP51A1,DHCR24,DHCR7,EBP
HIV-1	down	hsa01040	Biosynthesis of unsaturated fatty acids	0.00218	4	165	21	6080	0.040121	2.661269	ACOT7,FADS1,FADS2,SCD
HIV-1	down	hsa04975	Fat digestion and absorption	0.01229	13	890	46	6080	0.199625	1.910125	ABCG5,AGPAT2,APOA1,CEL,MOGAT3,NPC1L1,PLA2G1B,PLA2G2A,PLA2G4E,PLA2G5,PLA2G6,PNLIPRP1,SCARB1
HIV-1	down	hsa05310	Asthma	0.00929	4	165	31	6080	0.089598	2.031907	HLA-DOA,IL10,IL4,IL5
HIV-1	up	hsa00260	Glycine, serine and threonine metabolism—Homo sapiens	0.00237	5	182	32	6080	0.149666	2.624423	CBS,PHGDH,PSAT1,PSPH,SHMT2
HIV-1	up	hsa05166	HTLV-I infection	0.03023	12	149	267	6080	0.329466	1.519535	AKT2,ATF3,CANX,DLG1,E2F3,FOS,ICAM1,IL15RA,IL6,MAP3K3,MSX2,RRAS2
HIV-2	up	hsa04141	Protein processing in endoplasmic reticulum	0.00624	6	61	167	6080	0.09217	2.204164	CANX,HSP90AA1,HSPA1B,HSPA6,PDIA4,STT3A
HIV-2	up	hsa03040	Spliceosome	0.00582	10	187	128	6080	0.063596	2.234897	ACIN1,HNRNPA1,HNRNPA1L2,PRPF38B,RBM25,RBMXL1,SF3B1,SNRNP40,SNRPE,THOC1

Pathway ID: Pathway identifiers used in KEGG. Definition: The definition of the Pathway ID. Fisher-P value: The enrichment p-value of the Pathway ID using Fisher’s exact test. Selection Counts: Count of the differentially expressed gene entities directly associated with the listed Pathway ID. Selection Size: Total number of the differentially expressed gene entities. Count: Count of the chosen background population gene entities associated with the listed Pathway ID. Size: Total number of chosen background population gene entities. FDR: The false discover rate of the Pathway ID. Enrichment Score: The Enrichment Score value of the Pathway ID, it equals "-log10 (P value)”. GENES: The genes which are from the dataset associated with the Pathway ID.

### Gene co-expression network analysis of differently expressed genes

To interpret the biological meaning of the differentially expressed genes, a co-expression network was constructed using the top 25 up-regulated and 25 down-regulated differentially expressed genes identified in PBMC infected with HIV-1 or HIV-2 as input genes. The co-expression network analyses of the differentially expressed genes from HIV-1 infected PBMC identified significant interactions composed of 149 nodes and 2602 edges. Genes from the co-expression network of the differentially expressed genes in HIV-1 infected PBMC such as asparagine synthetase (ASNS), UDP glucuronosyltransferase 2 family, polypeptide B17 (UGT2B17), methionyl-tRNA synthetase (MARS), solute carrier family 3 (amino acid transporter heavy chain), member 2 (SLC3A2), FBJ murine osteosarcoma viral oncogene homolog (FOS), jun proto-oncogene (JUN), protein phosphatase 1, regulatory subunit 15A (PPP1R15A), jun B proto-oncogene (JUNB), methylenetetrahydrofolate dehydrogenase (NADP+ dependent) 2, methenyltetrahydrofolate cyclohydrolase (MTHFD2), and tyrosyl-tRNA synthetase (YARS) were identified as genes with the most connected edges. The distinct functional modules of the differently expressed genes and their interacting genes were identified by implementation of the Girvan-Newman fast greedy algorithm of the GLay Cytoscape plugin (Fig 5). Three functional clusters / modules were identified. Among the modules, “Module 1”, which has the largest size, was significantly enriched by the GO biological process terms such as lymphocyte mediated immunity, steroid metabolic process, leukocyte mediated immunity and cytokine receptor binding. Similarly, the gene co-expression networks constructed for the differentially expressed genes in HIV-2 infected PBMC identified significant interactions composed of 144 nodes and 1247 edges. Genes with the most connected edges were identified as DnaJ (Hsp40) homolog, subfamily B, member 1 (DNAJB1), heat shock 70kDa protein 1A (HSPA1A), S100 calcium binding protein A9 (S100A9), heat shock protein 90kDa alpha (cytosolic), class A member 1 (HSP90AA1), S100 calcium binding protein A12 (S100A12), calbindin 2 (CALB2), aquaporin 9 (AQP9), keratin 7 (KRT7), eukaryotic translation initiation factor 1A, X-linked (EIF1AX), and DnaJ (Hsp40) homolog, subfamily A, member 1 (DNAJA1) from the co-expression networks constructed with the differentially expressed genes from HIV-2 infected PBMC. Clustering analysis identified 3 functional modules (Fig 6). Module 1 comprised of the maximum number of genes was significantly enriched by the GO biological process terms such as response to topologically incorrect protein, response to unfolded protein, endocytic vesicle lumen, and positive regulation of response to external stimulus.

**Fig 5:**
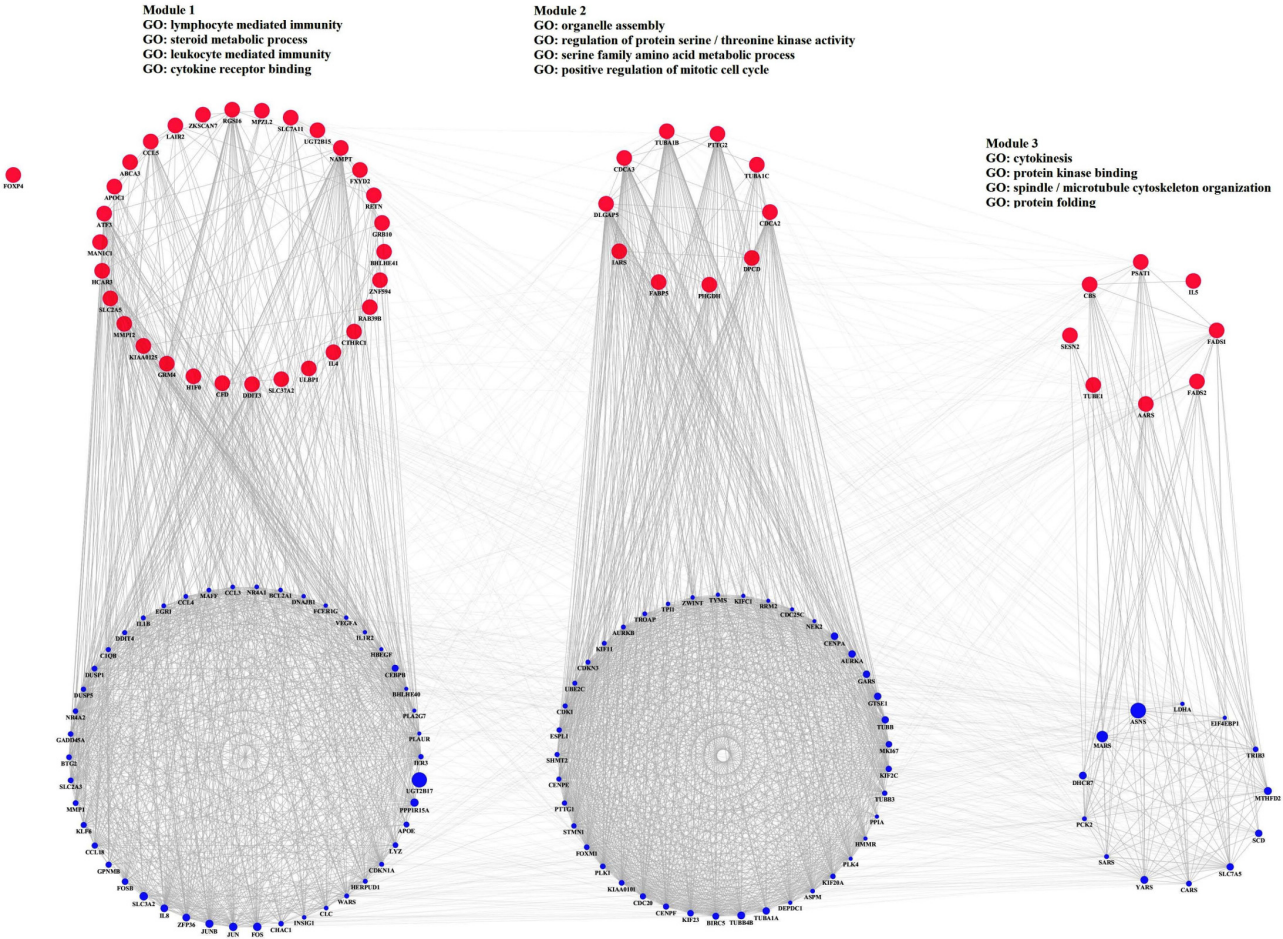
Identification of functional modules in gene co-expression network. From the co-expression network constructed using the top 25 up-regulated and 25 down-regulated differentially expressed genes identified in PBMC infected with HIV-1 as input genes, three functional modules were clustered. The color of the node signifies the following: Pink circle denotes input genes, Blue circle denotes co-expressed genes.

**Fig 6:**
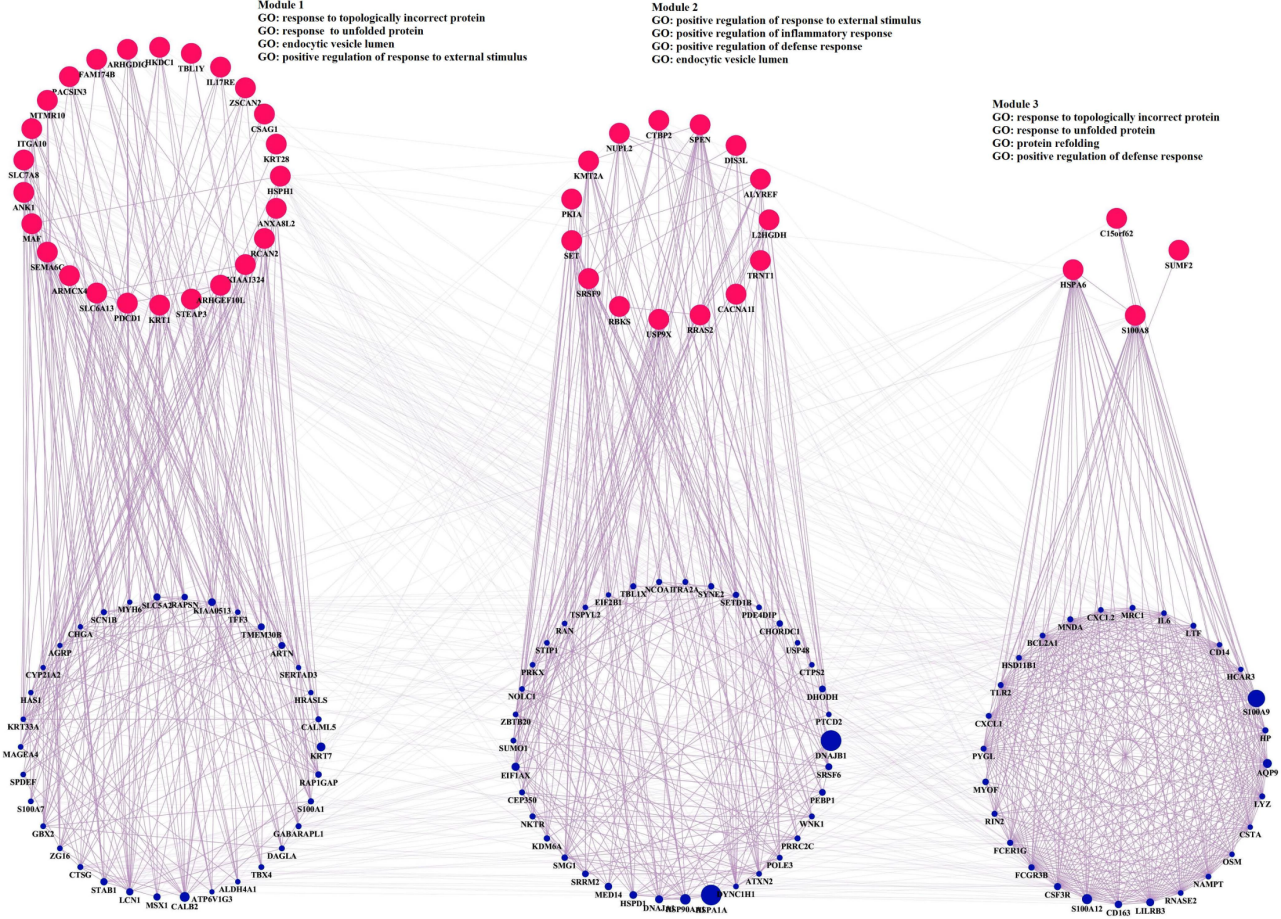
From the co-expression network constructed using the top 25 up-regulated and 25 down-regulated differentially expressed genes identified in PBMC infected with HIV-2 as input genes, three functional modules were clustered. The color of the node signifies the following: Pink circle denotes input genes, Blue circle denotes co-expressed genes.

### Validation of microarray data by real-time PCR

In order to validate the results of the microarray data, a sub-set of differentially expressed genes that demonstrated ˃ 2 fold up regulation, coupled with a low P value (P value ˂ 0.05) were selected for further analysis (Table 3). 

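Of the 21 genes that Table 3 lists for HIV-1, 21 were called in HIV-1 infected cells by limma in the table's direction, each in all 3 donors. Adjusted over the list alone, 11 of 11 up-regulated and 10 of 10 down-regulated genes stayed at 0.05 or less, and adjusted over all probes 0 did. The study chose the list on these arrays, so the first is not independent evidence. SLC7A11, a cystine transporter (probe on chromosome 4 of hg19, 139085433 to 139085492), had a log2 change of 3.23 (standard error 0.65), with 3.88, 3.71 and 2.11 in replicates 1 to 3. ULBP1 (chromosome 6, 150294682 to 150294741) rose by 3.26 (standard error 0.37, unadjusted p = 5.84e-05) and H1F0 (chromosome 22, 38203147 to 38203206) by 2.94 (standard error 0.49). CRNDE rose by 2.41, and GRB10 by 2.46 and by 1.46 at another probe. CCL5 rose by 1.02, and without replicate 3 its unadjusted p was 0.0669. Among the down-regulated genes, MMP12 fell by 2.04 (standard error 0.55), KIAA0125 by 1.83, LAIR2 by 1.61 and FXYD2 by 1.64, and by 0.87 at its other probe. Compared directly, 9 of the 11 up-regulated and 9 of the 10 down-regulated genes differed between HIV-1 and HIV-2 infected cells at an unadjusted p of 0.05 or less, all with an adjusted p above 0.86. SLC7A11 also rose in HIV-2 infected cells, by 1.90 (3.83 in replicate 2), and was not among the 9 (unadjusted p = 0.0815). MMP12 rose by 1.38 after HIV-2, with an unadjusted p of 0.0403 that was 0.216 without replicate 1 and 0.161 without replicate 2, and the direct difference between HIV-1 and HIV-2 infected cells was -3.43.
Of the 4 genes listed for HIV-2, SFRS9 rose by 1.06 (standard error 0.41, unadjusted p = 0.036, and 0.123 without replicate 3). In HIV-1 infected cells SFRS9 rose by 0.77, and by 0.29 to 1.31 with a replicate left out (unadjusted p of up to 0.58). KRT1 fell by 1.09 (standard error 0.61, unadjusted p = 0.118) and by 1.00 after HIV-1, of which replicate 2 gave -2.59, and was not called. Neither gene differed between the viruses at an unadjusted p of 0.05 or less (0.497 and 0.893). With a replicate left out the direct difference ranged from -0.64 to 0.18 for SFRS9 and from -0.74 to 0.89 for KRT1. A difference is therefore not excluded.

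**Figure D2:**
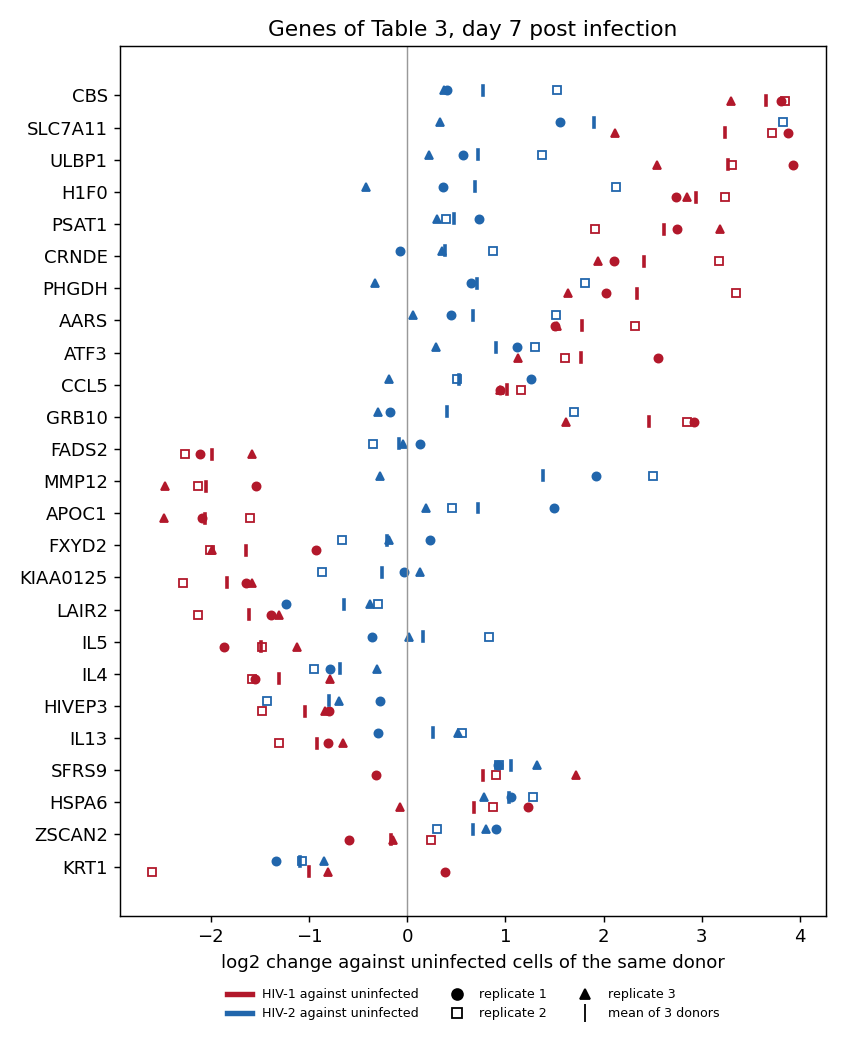
Log2 change of the 25 genes of Table 3 in HIV-1 (red) and HIV-2 (blue) infected cells against the uninfected cells of the same donor, with a circle, an open square and a triangle for replicates 1, 2 and 3 and a bar at the mean of the 3 donors. SLC7A11 ranges from 2.11 to 3.88 after HIV-1 and from 0.33 to 3.83 after HIV-2.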

RNA isolated from PBMC infected with HIV-1 or HIV-2 from 5 independent donors collected at day 7 post-infection was analyzed by real-time PCR. In a similar manner, RNA isolated from Jurkat cells infected with HIV-1 and HIV-2 from 3 independent experiments was used to validate the microarray results. In addition, to determine whether the differential gene expression observed at day 7 post-infection was consistent over a period of time, we also analyzed RNA from PBMC that were cultured for 15 days post-infection. The analysis of real-time PCR results using RNA isolated from PBMC infected with HIV-1 or HIV-2 on day 7 post-infection (Fig 7) revealed an overall agreement with the microarray results, demonstrating that many of the genes were differentially expressed between HIV-1 and HIV-2 infected cells. Variations in the expression pattern of the differentially expressed genes observed in the real-time PCR analysis among the RNA samples isolated from 5 different donors could be due to the inherent differences in the infectivity observed among different donors. Real-time PCR results from RNA isolated from PBMC and Jurkat cells infected with HIV-1 or HIV-2 on day 7 post-infection (Figs 7 and 8) showed that majority of the donor PBMCs and Jurkat cells tested had a consistent pattern of gene expression that validates the microarray results. In HIV-1 infected cells, AARS, ATF3, CCL5, HIF0, PHGDH and PSAT1 genes showed consistent up regulation (100% agreement with microarray data) and APOC1, FADS2, FXYD2, MMP12, KIAA0125 and IL-5 showed consistent down regulation (80–100% agreement with microarray data) similar to the microarray results (Table 3). Other genes like, CBS and CRNDE did not show a consistent pattern of gene expression among the HIV-1infected PBMC donors tested. In HIV-2 infected cells, the genes HSPA6, SFRS9 and ZSCAN2 were found to be differentially up regulated when compared to HIV-1 infected cells validating the microarray results. The differential gene expression observed at day 15 post-infection demonstrated a consistent pattern of gene up regulation of PHGDH and PSAT1 and down regulation of APOC1, FADS2, FXYD2, KIAA0125, and MMP12 over a period of time in HIV-1 infected PBMC (Fig 9A). In HIV-2 infected PBMC only HSPA6 gene was differentially up regulated on day 15 post-infection (Fig 9B) compared to HIV-1 infected PBMC that was consistent with the microarray and day 7 real-time PCR results. Other genes like AARS, ATF3, HIF0, CCL5, FADS2, and FXYD2 were up regulated in HIV-2 infected cells. The expression of PHGDH and PSAT1 genes that showed consistent up regulation were evaluated using Western blot. Western blot data demonstrated a 1.45 and 1.5 fold increased expression of PHGDH and PSAT1 proteins respectively in HIV-1 infected cells (Fig 10), further validating the microarray and real-time PCR results. These genes warrant additional investigations and may be likely candidate biomarkers of infection.

**Fig 7:**
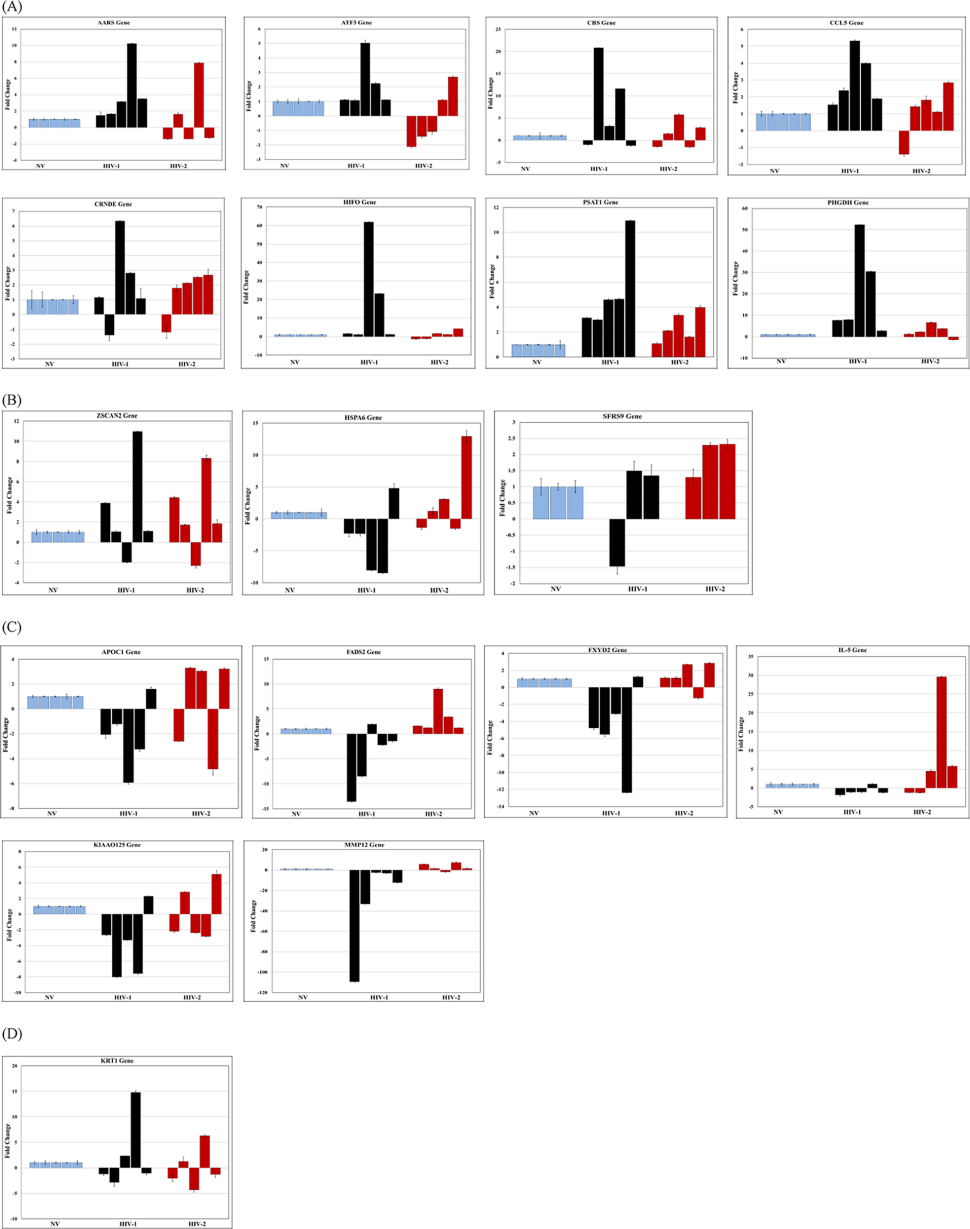
Real-time PCR detection of host genes in PBMCs infected with HIV1 or HIV-2 seven days post infection. The RT-PCR results from RNA isolated from PBMCs from five different donors infected with HIV-1(MN) and HIV-2 (ROD) to validate microarray data *(*A) genes differentially up regulated only in HIV-1 infected cells, (B) genes differentially up regulated only in HIV-2 infected cells, (C) genes differentially down regulated only in HIV-1 infected cells and (D) genes differentially down regulated only in HIV-2 infected cells. The data depicts results from 3 independent experiments. Each experimental sample subjected to real-time PCR amplification was normalized relative to the endogenous GAPDH control and the relative amount of target gene quantitated. Final results are expressed as n-fold difference in expression of gene-of-interest relative to GAPDH gene for infected and uninfected cells as n-fold = 2^ − (ΔCt infected −ΔCt uninfected). Each sample was run in triplicate to ensure accurate fold change estimation and the results expressed as mean ± SEM.

**Fig 8:**
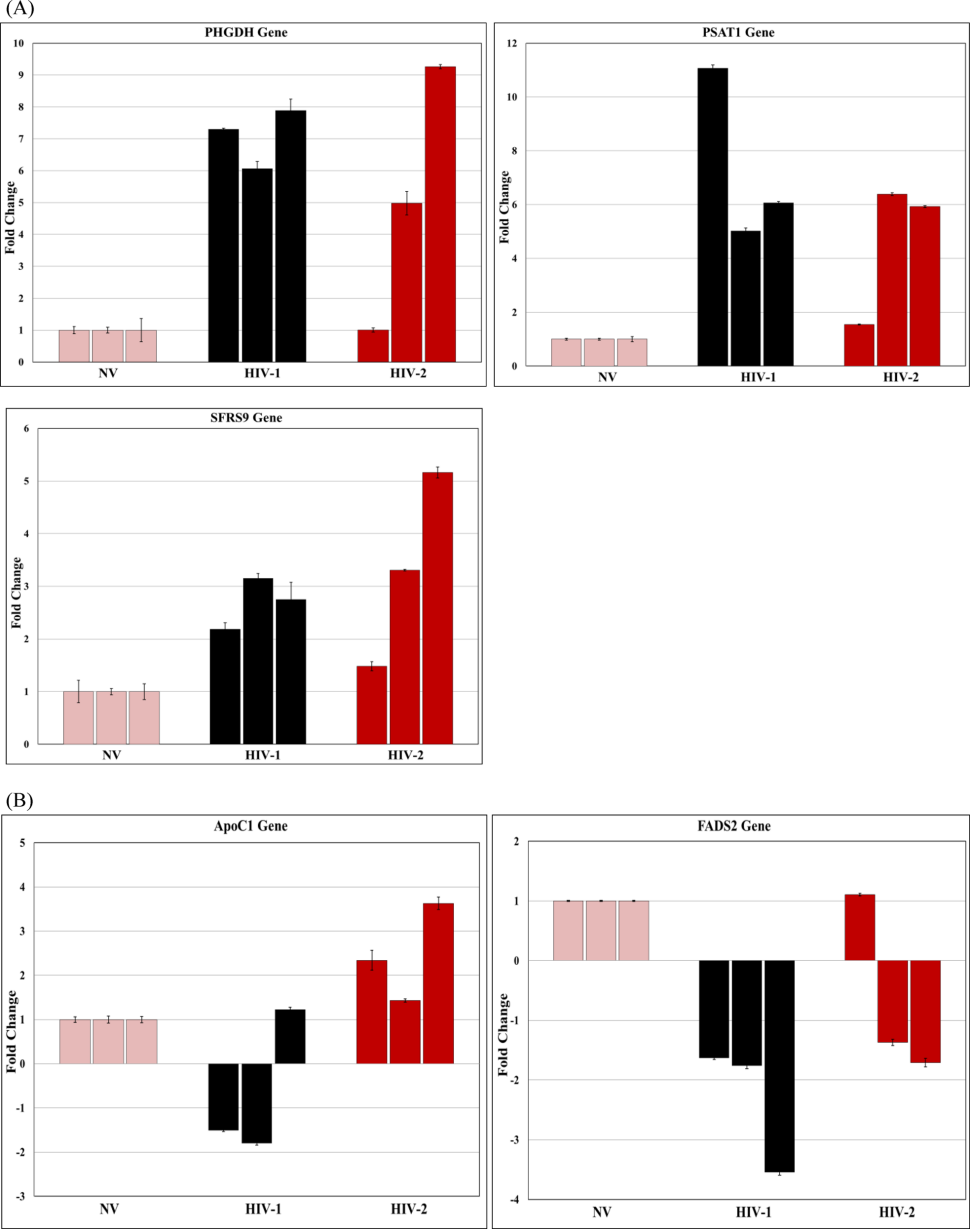
Real-time PCR detection of host genes in Jurkat cells infected with HIV-1 or HIV-2 seven days post infection. The RT-PCR results from RNA isolated from Jurkat cells infected with HIV-1(MN) and HIV-2 (ROD) to validate microarray data *(*A) genes differentially up regulated in HIV-1 and HIV-2 infected cells and (B) genes differentially down regulated in HIV-1 and HIV-2 infected cells. The data depicts results from 3 independent experiments. Each experimental sample subjected to real-time PCR amplification was normalized relative to the endogenous GAPDH control and the relative amount of target gene quantitated. Final results are expressed as n-fold difference in expression of gene-of-interest relative to GAPDH gene for infected and uninfected cells as n-fold = 2^ − (ΔCt infected −ΔCt uninfected). Each sample was run in triplicate to ensure accurate fold change estimation and the results expressed as mean ± SEM.

**Fig 9:**
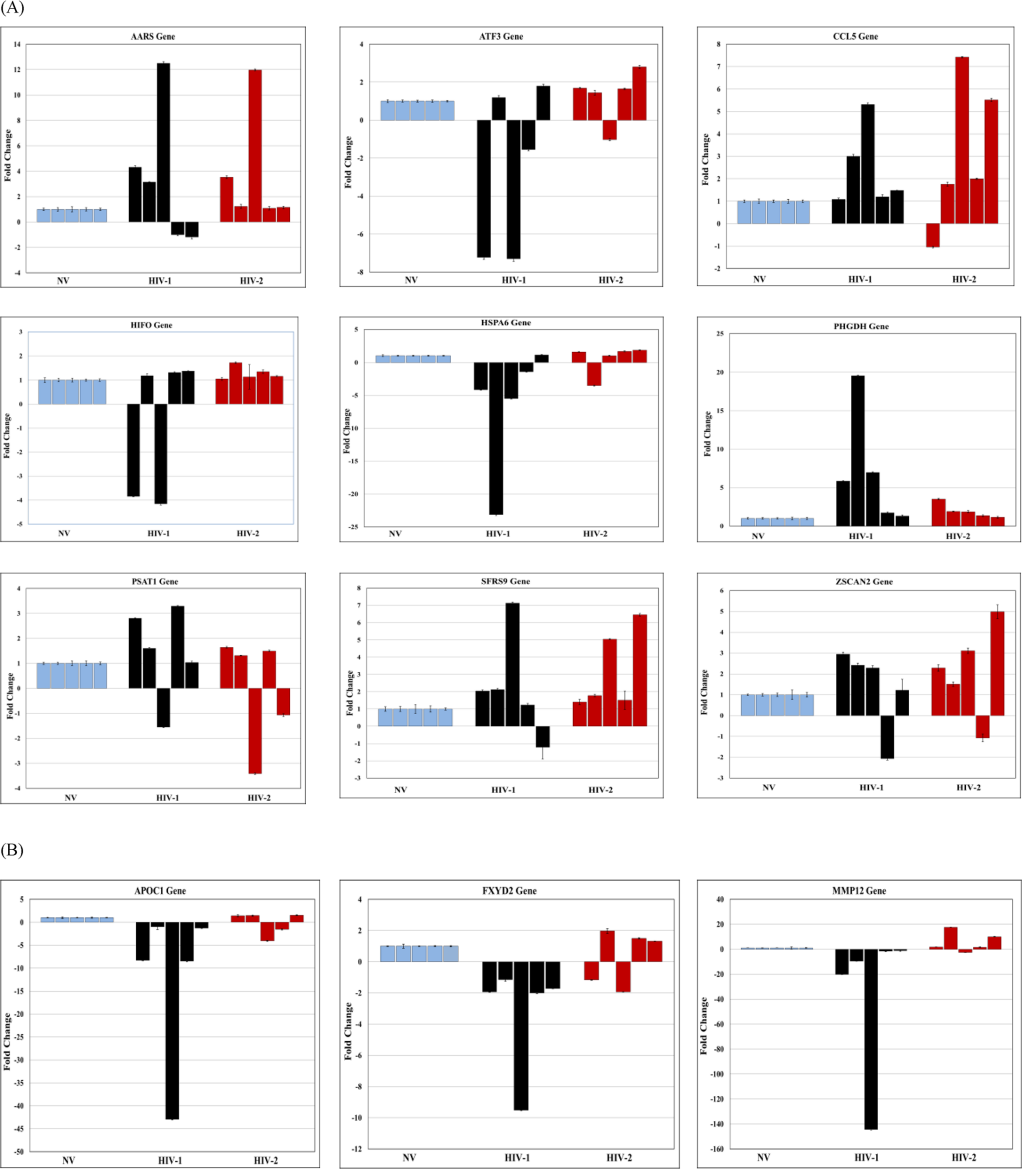
Real-time PCR detection of host genes in PBMCs infected with HIV-1 (MN) or HIV-2 (ROD) fifteen days post infection. The RT-PCR results from RNA isolated from PBMCs infected with HIV-1(MN) and HIV-2 (ROD) *(*A) genes differentially up regulated in HIV-1 and HIV-2 infected cells and (B) genes differentially down regulated in HIV-1 and HIV-2 infected cells. The RT-PCR data are derived from independent experiments using PBMCs isolated from five different donors. Each experimental sample subjected to real- time PCR amplification was normalized relative to the endogenous GAPDH control and the relative amount of target gene quantitated. Final results are expressed as n-fold difference in expression of gene-of-interest relative to GAPDH gene for infected and uninfected cells as n-fold = 2^ − (ΔCt infected −ΔCt uninfected). Each sample was run in triplicate to ensure accurate fold change estimation and the results expressed as mean ±SEM.

**Fig 10:**
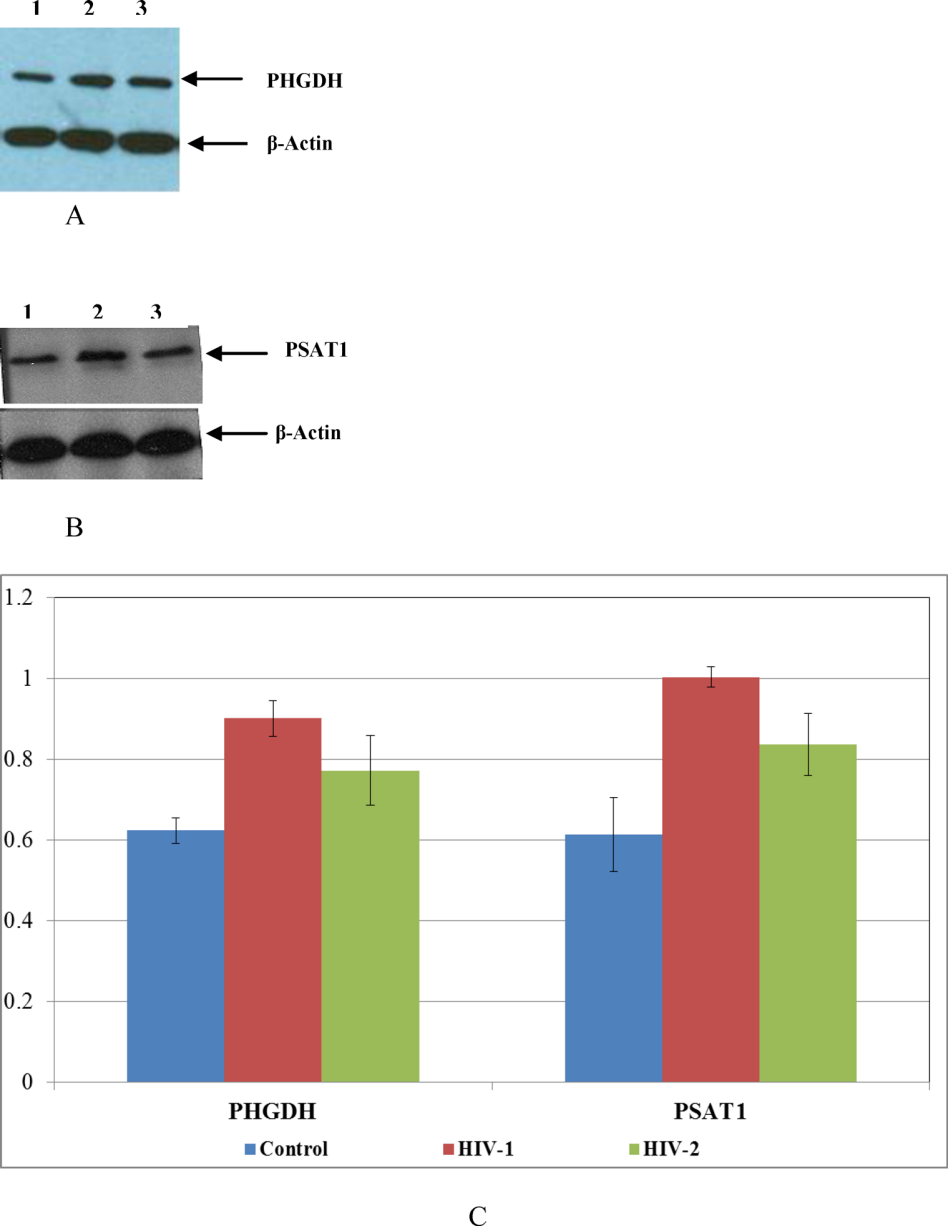
PHGDH and PSAT1 protein expression in PBMC cells infected with HIV-1 and HIV-2 determined by Western blot. (A) PHGDH and (B) PSAT1 protein expression in PBMC cells infected with HIV-1 and HIV-2 determined by Western blot. Lane 1 is denoted as no virus infection control, Lane 2 is denoted as HIV-1 (MN) infected PBMC and Lane 3 is denoted as HIV-2 (ROD) infected PBMC respectively. The data is a representative of three independent experiments. (C) Quantitation of PHGDH and PSAT1 protein expression from Western blot data. The results are derived from independent experiments using PBMCs isolated from three different donors. Each experimental sample subjected to Western Blot analysis was normalized relative to the endogenous β-Actin control and the relative amount of target gene quantitated. The results are expressed as mean ± SEM.

**Table 3:** 

**Day 7—Differentially regulated genes in HIV-1 infected cells**				
**Gene Symbol**	**P-value**	**Adjusted p-value**	**FC Absolute**	**Regulation**
CBS	0.00244966	0.002449663	12.334886	up
SLC7A11	0.022645112	0.022644973	9.18609	up
ULBP1	0.016470283	0.016472566	8.766445	up
H1F0	0.000723184	0.000723186	7.938948	up
PSAT1	0.016851544	0.016851564	6.7728977	up
CRNDE	0.026046049	0.026032747	5.044751	up
PHGDH	0.040211644	0.04021162	5.047805	up
AARS	0.022280922	0.022280919	3.552448	up
ATF3	0.044249944	0.04424989	3.4399707	up
CCL5	0.011322869	0.011322933	2.0074718	up
GRB10	0.030573033	0.030491246	5.1734447	up
FADS2	0.010818841	0.01081885	4.28957	down
MMP12	0.02393175	0.023923703	4.1874332	down
APOC1	0.018256607	0.018256541	3.8645072	down
FXYD2	0.047876157	0.047876118	3.1800854	down
KIAA0125	0.013483486	0.013483494	3.5262792	down
LAIR2	0.020038126	0.020038112	3.259397	down
IL5	0.026236638	0.02624519	2.8544762	down
IL4	0.040611885	0.040611886	2.4296153	down
HIVEP3	0.042159025	0.042159048	2.0655322	down
IL13	0.026788086	0.026788038	1.8714639	down
**Day 7—Differentially regulated genes in HIV-2 infected cells**				
**Gene Symbol**	**P-value**	**Adjusted p-value**	**FC Absolute**	**regulation**
SFRS9	0.01296973	0.012969737	2.221804	up
HSPA6	0.023789361	0.023789438	2.0210264	up
ZSCAN2	0.045484427	0.0454844	1.5853277	up
KRT1	0.020922653	0.020934572	2.161763	down

### Protein-protein network of differentially expressed genes

Fig 11 shows interaction of a subset of differentially expressed genes AARS, CBS, PHGDH and PSAT1 with HIV-1 proteins. The figures were generated using the interaction database form National Center for Biotechnology Information (NCBI) for all genes of interest (GOI) as well as their primary and secondary interaction with HIV-1 proteins. Fig 11 provides additional insight into the probable mode of action of the differentially expressed genes in modulating HIV infection. To better understand the relationships of the differentially expressed genes in serine family amino acid biosynthesis process and lipid biosynthesis process pathways, we examined protein-protein interactions between protein products of all differentially expressed genes in these two pathways based on the STRING database. The protein-protein network is shown in Figs 12, 13 and 14. 

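Among CBS, PHGDH, PSAT1 and PSPH, 3 were called in HIV-1 infected cells and PSPH was not. PSPH had a log2 change of 0.50 (standard error 0.40, unadjusted p = 0.257 from limma), with 1.51, -0.59 and 0.56 in replicates 1 to 3, and without replicate 1 it was -0.01. Adjusted over these 4 genes alone, limma with Benjamini-Hochberg left 3 at 0.05 or less, and over all probes 0. Of these 4 genes 3 are among those that the paper called on these arrays, so the former is not independent evidence. The interaction network itself was not analysed here.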

Our results indicate that in HIV-1 infected cells, genes coding for enzymes involved in aspects of the amino acid biosynthesis (CBS, PHGDH, PSAT1 and PSPH) that were differentially expressed form a close network of interacting proteins (Fig 12). Similarly enzymes involved in fatty acid biosynthesis process (FADS1, FADS2 and APOC1) also form a network of interconnected proteins (Fig 13). 

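FADS2 (probe on chromosome 11 of hg19, 61634754 to 61634813) fell by a log2 of 1.99 in HIV-1 infected cells (standard error 0.25, unadjusted p = 0.00013 from limma), with -2.11, -2.27 and -1.58 in replicates 1 to 3. FADS1 (chromosome 11, 61567126 to 61567185) fell by 1.28 (standard error 0.27) and APOC1 (chromosome 19, 45422436 to 45422495) by 2.06 (standard error 0.36). The adjusted p of each was 0.594 or higher. In HIV-2 infected cells the log2 changes were -0.09, 0.22 and 0.72, and the direct differences between HIV-1 and HIV-2 infected cells were -1.90, -1.50 and -2.77 (unadjusted p = 0.000169, 0.000955 and 0.000133). Without 1 replicate at a time, the 3 genes stayed down-regulated in HIV-1 infected cells, between -2.29 and -1.05. APOC1 was also in a list of monocyte and macrophage markers, and the other 14 genes of that list apart from MMP12 and APOE had a median of -0.39 in HIV-1 infected cells, with 4 of the 14 higher.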

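In HIV-2 infected cells the heat shock gene HSPA6 (probe on chromosome 1 of hg19, 161576964 to 161577023) had a log2 change of 1.04 (standard error 0.31, unadjusted p = 0.013 from limma, adjusted p = 0.739 or higher), with 1.06, 1.28 and 0.78 in replicates 1 to 3. Without replicate 1 its unadjusted p was 0.0517. A second probe of the gene rose by 1.58 (unadjusted p = 0.0385). In HIV-1 infected cells HSPA6 rose by 0.68 (unadjusted p = 0.0665), with 1.23, 0.88 and -0.08 in the donors, and the direct difference between the viruses was -0.36 (unadjusted p = 0.285).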

The results from the STRING database for heat shock protein 6 (HSPA6) gene that was differentially upregulated in HIV-2 infected cells (Fig 14), indicates that HSPA6 gene which facilitates proper folding and stabilization of newly synthesized polypeptides in cytosol and organelles, interacts with other proteins that function as chaperones that help in protein folding and membrane trafficking. HSPA6 also interacts with ubiquitin C (UBC), an enzyme in the ubiquitin pathway. This could explain both how the deregulation of key ‘‘hub” genes may affect multiple pathways, and also how deregulation of distinct host genes may modulate HIV infection.

**Fig 11:**
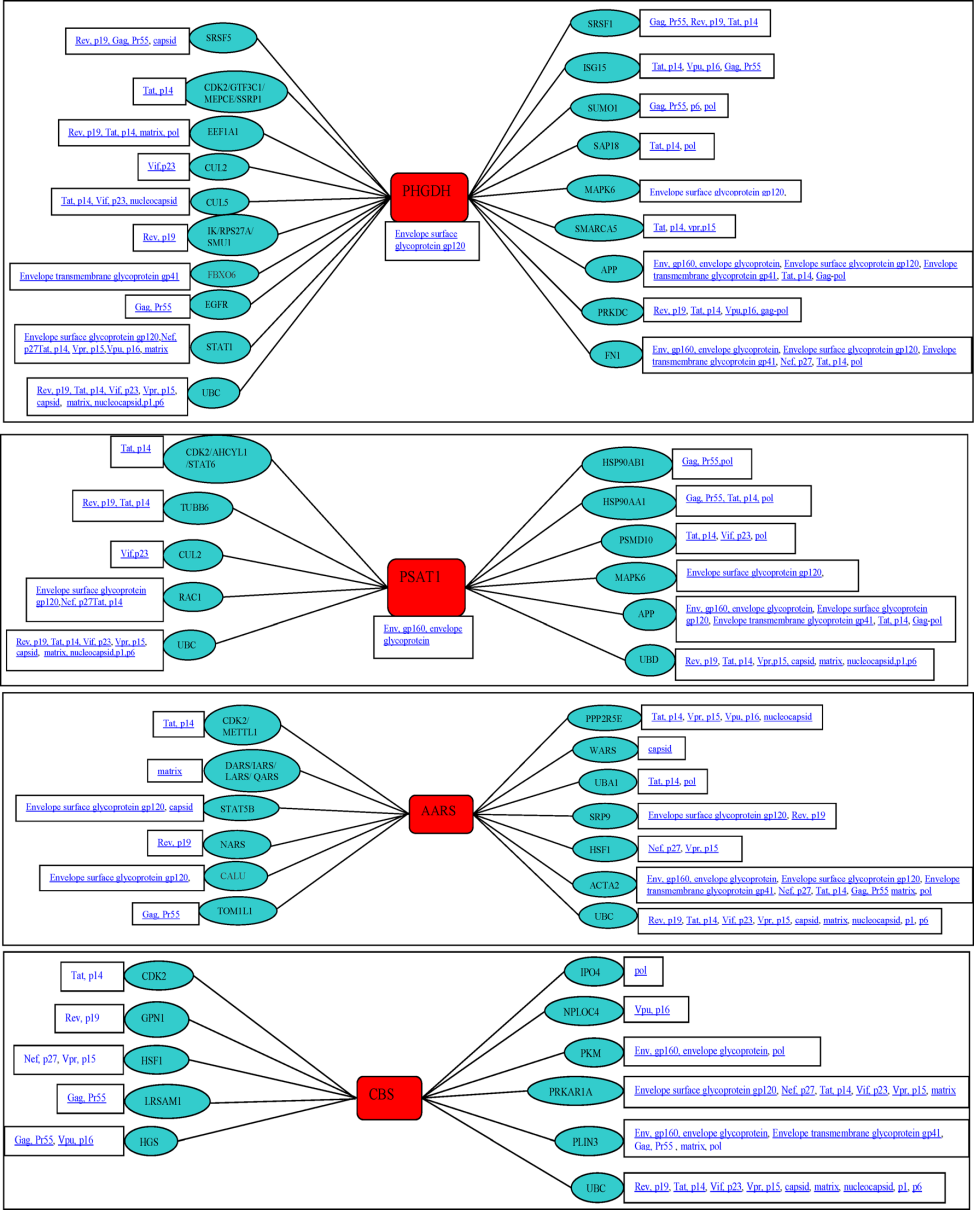
The figure shows interaction of a subset of differentially expressed genes with HIV-1 proteins. The figures were generated using the interaction database form National Center for Biotechnology Information (NCBI) for all genes of interest (GOI) as well as their primary and secondary interaction with HIV-1 proteins.

**Fig 12:**
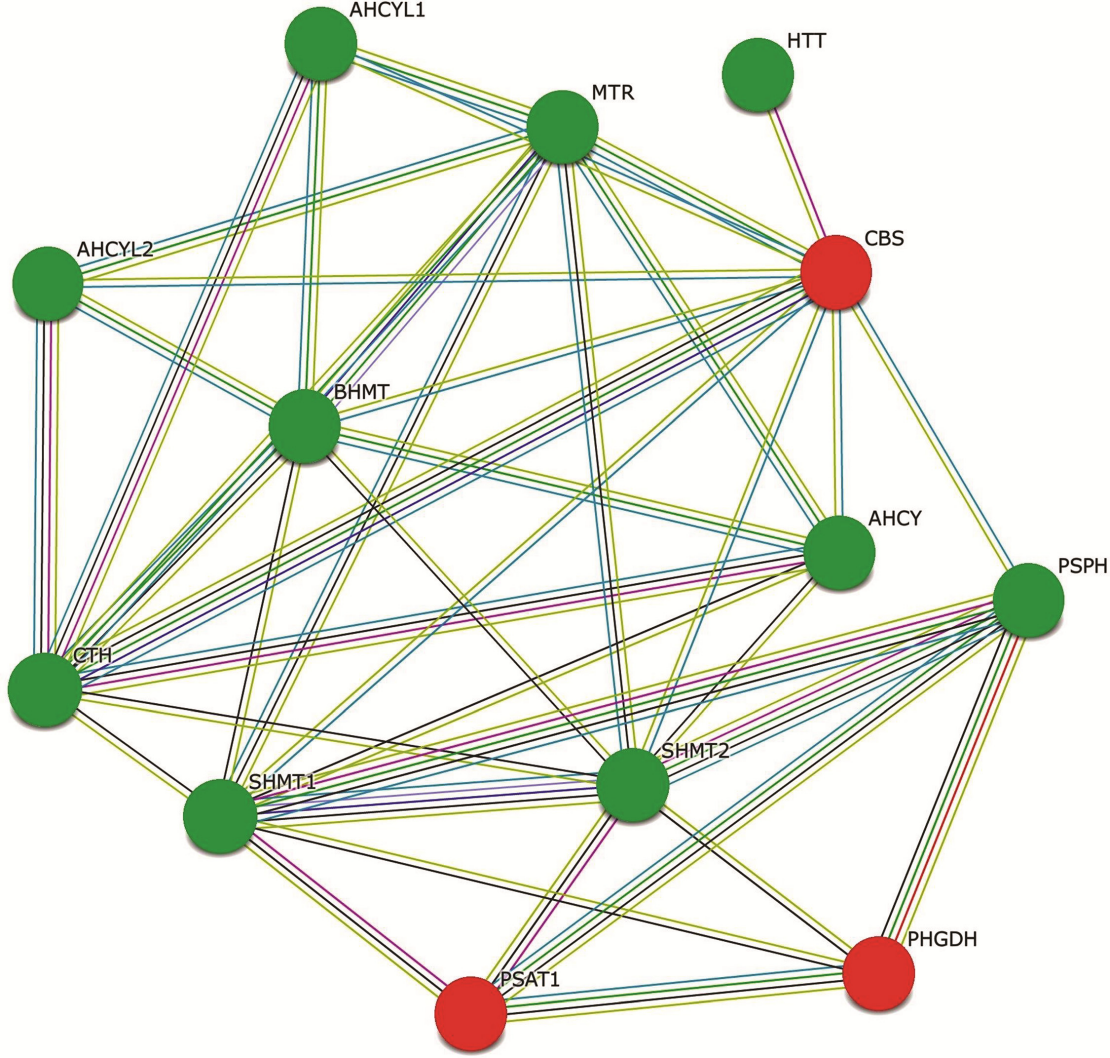
CBS, PHGDH and PSAT1 interactive gene network. The differentially expressed genes CBS, PHGDH and PSAT1 interactive network generated automatically using the STRING database (STRING software 9.1) is shown here. The input differentially expressed genes CBS, PHGDH and PSAT1 are depicted as Red circles. The Predicted Functional Partner proteins depicted as Green circles are given below: PSPH---phosphoserine phosphatase; CTH---cystathionase; MTR 5---methyltetrahydrofolate-homocysteine methyltransferase; BHMT---betaine-homocysteine methyltransferase; SHMT1--- serine hydroxymethyltransferase; AHCY---adenosylhomocysteinase; SHMT2---serine hydroxymethyltransferase 2; HTT---huntingtin; AHCYL2---adenosylhomocysteinase-like 2; AHCYL1---adenosylhomocysteinase-like 1. Multiple Edges color represents: Green---Neighborhood; Red---Gene Fusion; Blue---Co-occurrence; Black---Coexpression; Purple---Experiments; Light Blue---Database; Light Green---Textmining.

**Fig 13:**
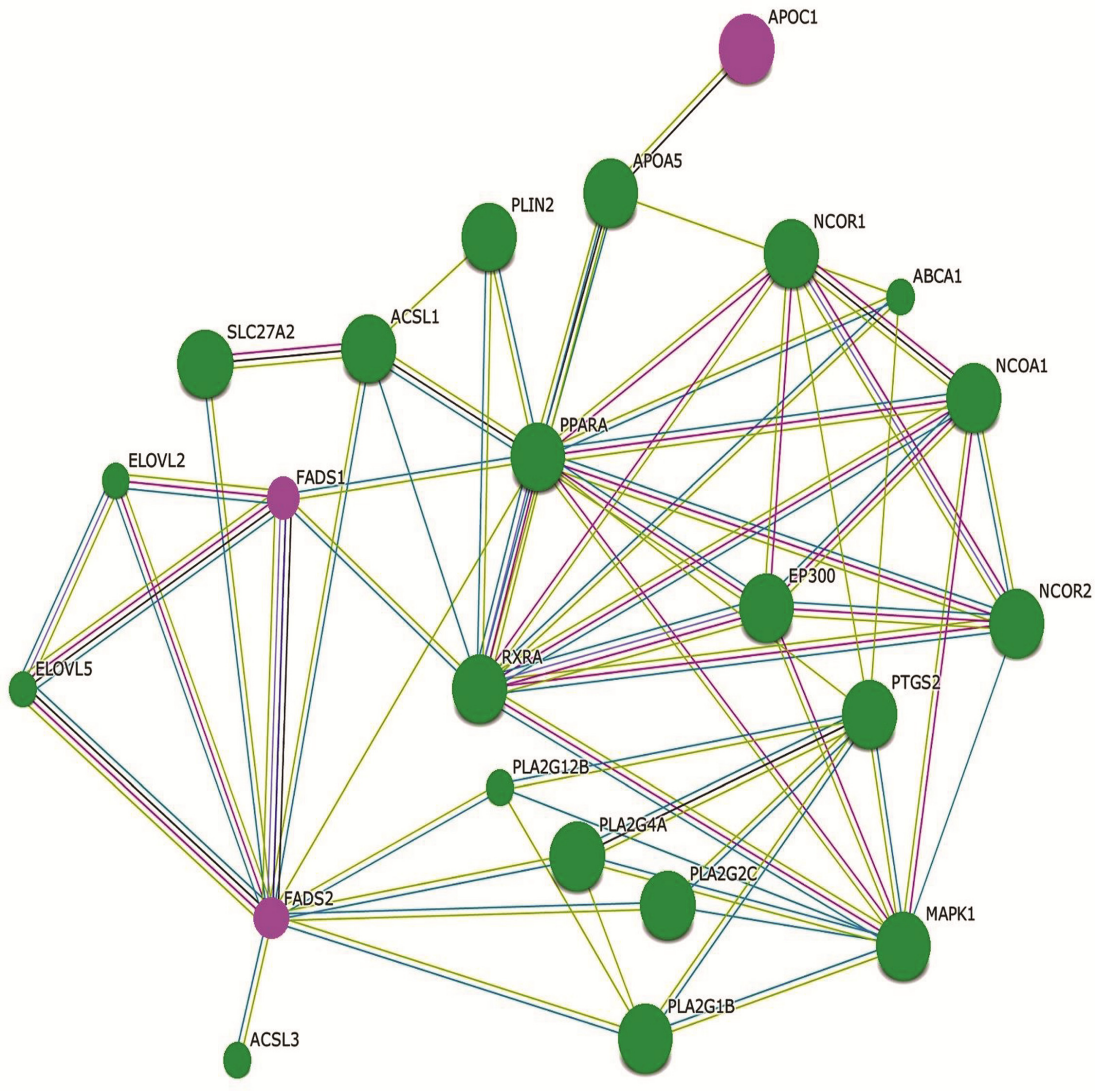
ApoC1, FADS1 and FADS2 interactive gene network. The differentially expressed genes ApoC1, FADS1 and FADS2 interactive network generated automatically using the STRING database (STRING software 9.1) is shown here. The input differentially expressed genes ApoC1, FADS1 and FADS2 are depicted as Purple circles. The Predicted Functional Partner proteins depicted as Green circles are given below: ELOVL2---elongation of very long fatty acids-like 2; ELOVL5---elongation of very long fatty acids-like 5; ACSL1---acyl-CoA synthetase long-chain family member 1; PPARA---peroxisome proliferator-activated receptor alpha; PLA2G1B ---phospholipase A2, group IB (pancreas); PLA2G12B ---phospholipase A2, group XIIB; SCL27A2---solute carrier family 27 (fatty acid transporter); ACSL3---acyl-CoA synthetase long-chain family member 3; PLA2G4A ---phospholipase A2, group IVA (cytosolic, calcium dependent); PLA2G2C ---phospholipase A2, group IIC. Multiple Edges color represents: Green---Neighborhood; Red---Gene Fusion; Blue---Co-occurrence; Black---Coexpression; Purple---Experiments; Light Blue---Database; Light Green---Textmining.

**Fig 14:**
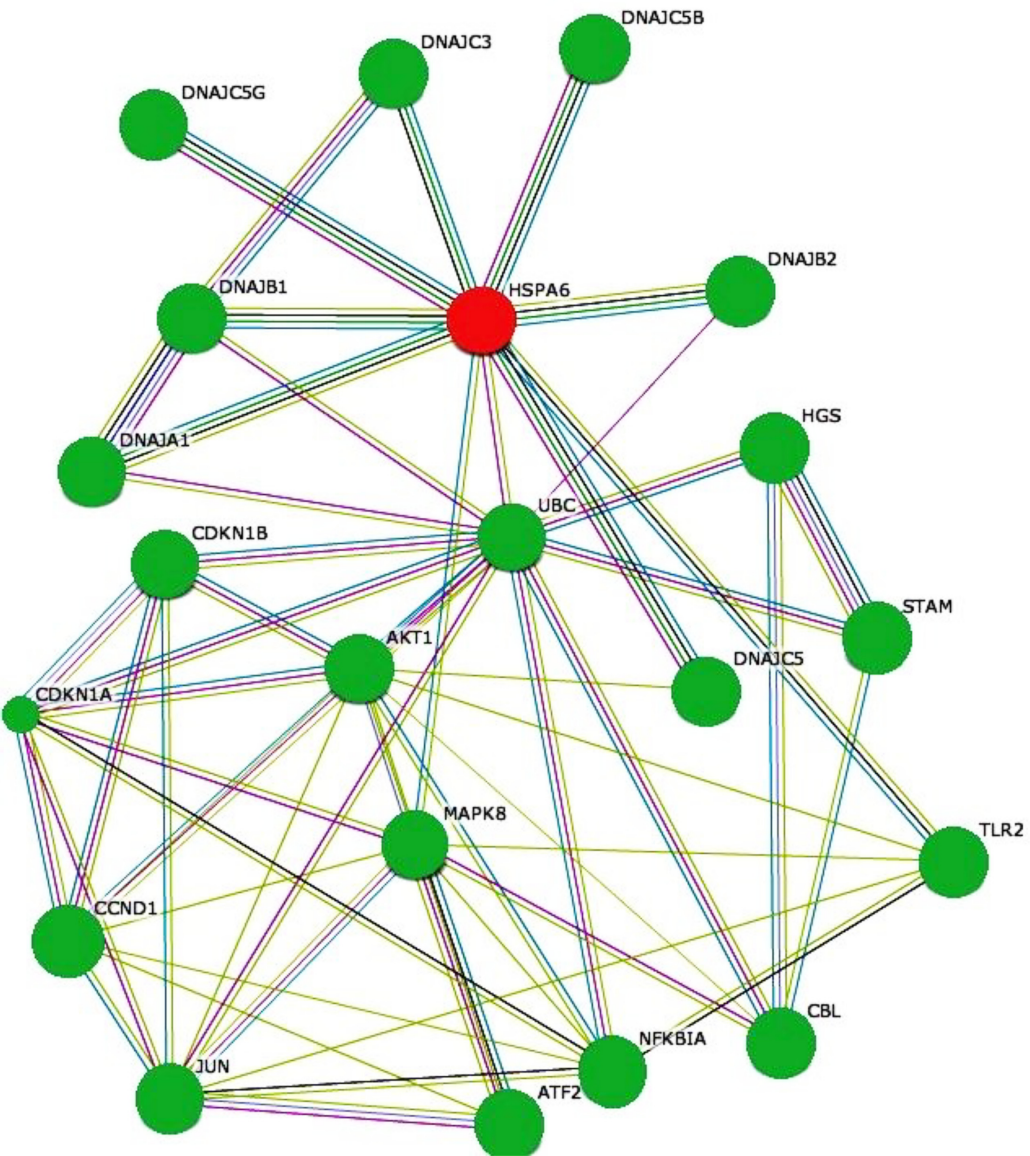
HSPA6 interactive gene network. The interactive network generated automatically using the STRING database (STRING software 9.1) for heat shock protein 6 (HSPA6) gene that was differentially upregulated in HIV-2 infected cells is shown here. The input differentially expressed gene HSPA6 is depicted as Red circles. Predicted Functional Partners proteins depicted as Green circles are given below: DNAJB1---DnaJ (Hsp40) homolog, subfamily member 1; UBC---Ubiquitin C; MAPK8---mitogen-activated protein kinase 8; DNAJA1---DnaJ (Hsp40) homolog, subfamily member A; DNAJB2---DnaJ (Hsp40) homolog, subfamily member B; TLR2---Toll-like receptor 2; DNAJC5---DnaJ (Hsp40) homolog, subfamily member C; DNAJC5G ---DnaJ (Hsp40) homolog, subfamily member C; DNAJC5B ---DnaJ (Hsp40) homolog, subfamily member C; DNAJC3---DnaJ (Hsp40) homolog, subfamily member C. Multiple Edges color represents: Green---Neighborhood; Red---Gene Fusion; Blue---Co-occurrence; Black---Coexpression; Purple---Experiments; Light Blue---Database; Light Green---Textmining.

## Discussion

HIV-1 and HIV-2 are closely related retroviruses that share considerable similarities in their genome architecture, infectivity and modes of transmission, cytopathic traits, viral replication and pathogenesis. Clinically, both HIV-1 and HIV-2 infection cause AIDS but the major difference between the two infections is the slower disease progression observed in HIV-2 infection [2, 3, 9]. The goal of our study was to find insights into the major differences in pathogenesis and disease progression observed between HIV-1 and HIV-2. Previously, we examined differences in apoptotic signaling pathways during infection with either HIV-1 or HIV-2 in Jurkat cells. HIV-1 infection generated more reactive oxygen species (ROS) and increased the expression of diverse molecules involved in cell signaling [11, 13]. In addition, previous studies demonstrated that HIV-1 infection induced greater cell death, activation of apoptosis and autophagy relative to HIV-2 infection. Overall, infection with HIV-1 or even treatment with HIV-1 gp120 alone could induce major apoptotic pathways, suggesting that HIV-1 infection regulates the apoptosis process to facilitate viral replication and promote pathogenesis [10, 12].

To further examine the observed differential host responses to infection with HIV-1 or HIV-2, we wanted to use other molecular and cellular approaches like proteomics, microarray and PCR-array based techniques that facilitate a global comparison of gene expression patterns between different groups of samples. Therefore, in an attempt to characterize the role played by host factors leading to the observed differences in pathogenesis and disease progression between HIV-1 and HIV-2, we analyzed the effects of HIV-1 (MN) and HIV-2 (ROD) infection on the expression of host factors in PBMC at the RNA level using the Agilent Whole Human Genome Oligo Microarray. The gene expression profiling analysis identified a subset of differentially expressed genes in HIV-1 and HIV-2 infected cells (Table 3). Host gene expression profiles were significantly changed at the time point tested (day 7). Functional analysis of the differentially expressed genes in HIV-1 and HIV-2 infected cells using the Gene Ontology database (GO) revealed significant differences in the biological and molecular functions of the genes. Significant differences that were identified in HIV-1 infected cells were related to genes whose characteristic functions involved regulation of transcription, immune cell activation and proliferation, cell cycle, apoptosis and cellular metabolism. While up regulation of apoptosis related genes alone does not lead to induction of apoptosis in the absence of stimuli, our current findings taken together with previous studies demonstrating HIV-1 infection induces changes in proteins related to major apoptotic pathways, indicates that the observed up regulation of positive regulators of apoptosis in response to HIV-1 infection contributes to the relative increase in apoptosis and cell death seen in HIV-1infected cells relative to HIV-2 infection [11, 12]. HIV infection is known to cause dysregulation of the cell cycle by hijacking the cellular transcription machinery to promote viral replication and proliferation. Consistent with reports in literature, we observed a number of the differentially expressed genes in HIV-1 infected cells that were involved in the modulation of transcription, cell division, proliferation and cell activation compared with HIV-2 infected cells. 

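In HIV-1 infected cells, ATF3 (probe on chromosome 1 of hg19, 212793856 to 212793915) had a log2 change of 1.77 (standard error 0.34, unadjusted p = 0.00153 from limma), with 2.55, 1.61 and 1.13 in replicates 1 to 3. Other probes of the gene changed by 2.41, -0.02 and -0.32. BHLHE41 rose by 1.19 (standard error 0.52, unadjusted p = 0.0575) and EGR2 by 0.97 (standard error 0.45, unadjusted p = 0.0691), and neither was called. CREBBP rose by 0.71 (unadjusted p = 0.0286) and TGIF1 by 0.78 (unadjusted p = 0.0493). These 5 genes rose in all 3 donors and 3 were called. Adjusted over all probes by limma with Benjamini-Hochberg, 0 of them stayed at 0.05 or less, and the study chose the genes on these arrays. With a replicate left out, ATF3 stayed under an unadjusted p of 0.022, while CREBBP rose to 0.174 without replicate 1 and TGIF1 to 0.146 without replicate 1.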

Genes like ATF3, BHLHE41, CREBBP, CBX4, EGR2, and TGIF1 that were found to be up-regulated by the microarray analysis are mainly involved in regulation of transcription. The ATF3 protein that belongs to the cAMP responsive element-binding (CREB) family of transcription factors and the CREB binding protein (CREBBP) that functions as a co-activator of transcription are known to influence binding to the CRE sequence present in many viral and cellular promoters thereby modulating host gene expression, HIV-1 transcription and viral replication. Current literature indicates that induction of ATF3 is believed to affect cell death and cell cycle progression. Our results indicate that ATF3 and other transcription regulators like CBX4, EGR2, and TGIF1 and Basic helix-loop-helix family member E41 (BHLHE41) were up-regulated only in HIV-1 infected cells. These factors are known to exert a modulatory effect on gene expression and play a critical role in cell cycle progression. 

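ATF3 rose in HIV-2 infected cells by a log2 of 0.90 (standard error 0.34, unadjusted p = 0.0356) and BHLHE41 by 1.60 (standard error 0.52, unadjusted p = 0.0186), with 2.01, 2.59 and 0.21 in replicates 1 to 3, and both were called. Without replicate 2 the unadjusted p was 0.111 for ATF3 and 0.0999 for BHLHE41. At other probes ATF3 changed by 1.14, -0.51 and -0.98 after HIV-2, so its rise there rests on the probe used. TGIF1 rose by 0.15 and EGR2 by 0.64, the last of which was -0.02 without replicate 2. CREBBP changed by -0.03. Tested directly, ATF3 was 0.86 higher in HIV-1 than in HIV-2 infected cells (unadjusted p = 0.042) and CREBBP 0.74 higher (unadjusted p = 0.0238), with unadjusted p of 0.216 and 0.153 without replicate 1. The direct differences of TGIF1 (0.63, unadjusted p = 0.0946), EGR2 (0.32, unadjusted p = 0.496) and BHLHE41 (-0.41, unadjusted p = 0.452) did not reach an unadjusted p of 0.05.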

Whereas in HIV-2 infected cells no such genes were found to be up regulated, the only genes found to be up regulated were related to viral reproduction, nuclear transport and virus-host interactions (CTBP2, THOC4, NUPL2 and ZSCAN2). 

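CTBP2 rose in HIV-2 infected cells by a log2 of 0.57 (standard error 0.24, unadjusted p = 0.0547 from limma), with 0.72, 0.53 and 0.45 in replicates 1 to 3. THOC4 rose by 0.68 (standard error 0.45, unadjusted p = 0.173) and NUPL2 by 0.59 (standard error 0.28, unadjusted p = 0.0783), while 2 other probes of NUPL2 changed by 0.28 and -0.02. The probe listed as ZSCAN2, which the array annotation places on chromosome 6 (42964151 to 42964210), rose by 0.67 (standard error 0.31, unadjusted p = 0.0705). All 4 rose in all 3 donors, and limma called 0 of the 4, with 0 at an unadjusted p of 0.05 or less and 0 adjusted over the list alone or over all probes. The t-test on the authors' values, which gives S1 File's lists, called all 4. Their log2 changes in HIV-1 infected cells were 0.42, 0.14, 0.29 and -0.16. The direct difference between the viruses was -0.83 for the probe listed as ZSCAN2 (unadjusted p = 0.033, and 0.255 without replicate 1) and between -0.54 and -0.14 for the other 3, at an unadjusted p of 0.264 or more. A second probe of ZSCAN2 rose by 0.88 after HIV-2 and by 0.84 after HIV-1, with a direct difference of -0.04. Whether the listed probe measures ZSCAN2 was not tested, so a difference between the viruses in that gene is not shown.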

Taken together, these results imply that differential expression of these genes observed in HIV-1 infection may lead to the significant differences observed in HIV-1 infection. The establishment of immune activation and inflammation during the course of HIV infection involve several mechanisms related to viral replication, proliferation, cell death, and secretion of cytokines and chemokines. Most HIV-2 infected individuals have low viral loads and a slower rate of disease progression compared with HIV-1 infected individuals. One explanation may be that HIV-2 infected individuals are capable of mounting robust immune responses (26) and display significantly less immune activation (27) when compared with HIV-1 infected individuals. 

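In HIV-1 infected cells, IL5 fell by a log2 of 1.49 (standard error 0.32, unadjusted p = 0.00255 from limma), IL4 by 1.31 (standard error 0.26, unadjusted p = 0.00161) and IL13 by 0.92 (standard error 0.31, unadjusted p = 0.0224). HLA-DMB fell by 0.95 (unadjusted p = 0.0057) and HLA-DOB by 0.76 (unadjusted p = 0.0184). APOE fell by 0.79 (unadjusted p = 0.085) and CTNNB1 by 0.67 (unadjusted p = 0.0761), and neither was called. Of the 7 genes, all lower in all 3 donors, 5 were called, and the same number stayed at 0.05 or less adjusted over the list alone, against 0 adjusted over all probes, on a list that the study chose on these arrays. With a replicate left out the unadjusted p rose to 0.0871 for IL13 (without replicate 3) and to 0.114 for HLA-DOB (without replicate 3). In HIV-2 infected cells IL4 was called too, with a log2 change of -0.68 (unadjusted p = 0.0343) and -0.79, -0.95 and -0.31 in replicates 1 to 3, and its p was 0.165 without replicate 1. The other 6 changed by 0.02 to 0.86 after HIV-2. Compared directly, HIV-1 infected cells were lower than HIV-2 infected cells for 6 of the 7 at an unadjusted p of 0.05 or less, by -1.65 for IL5 (unadjusted p = 0.00146), -1.65 for APOE (unadjusted p = 0.00423), -1.23 for HLA-DMB, -1.18 for IL13, -0.84 for HLA-DOB and -0.63 for IL4, of which the last 3 rose to an unadjusted p of up to 0.0631, 0.0877 and 0.209 with a replicate left out. The direct difference of CTNNB1 was -0.68 (unadjusted p = 0.0698). APOE, like APOC1 and MMP12, belonged to the list of monocyte and macrophage markers, of whose other 14 genes 10 were also lower.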

Our results indicate that genes involved in immune cell proliferation, immune response, and negative regulation of pro-inflammatory cytokines (APOE, HLA-DMB, HLA-DOB, IL-4, IL-5, IL-13 and CTNNB1) were all down-regulated only in HIV-1 infected cells, whereas genes related to these functions were not down-regulated in HIV-2 infected cells. The differential regulation of genes involved in immune response and inflammation between HIV-1 and HIV-2 infections may account for the more rapid disease progression seen in HIV-1 infected patients.

Immune activation and inflammation associated with chronic HIV infection can modulate cellular metabolism [29, 30]. During the course of HIV infection, the growth, proliferation, differentiation and functions of the immune cells to promote antiviral responses cause an increased metabolic demand on the cell leading to metabolic disturbances [31]. Our study indicates that major cellular pathways involved in the biosynthesis of lipids and steroids and amino acids were impacted by infection with HIV-1. In our study genes involved in lipid and steroid metabolism (FADS1, FADS2, FABP5, FDXR, EBP, CYP51A1, DHCR7, SCARB1, AGPAT4, APOE, and APOC1) were found to be significantly down regulated in HIV-1 infected cells only. 

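FABP5 fell by a log2 of 0.95 in HIV-1 infected cells (standard error 0.24, unadjusted p = 0.00563 from limma), and by 1.08 and 1.39 at its other probes. Of the sterol genes, DHCR7 fell by 0.95, EBP by 0.93 and CYP51A1 by 0.85 (unadjusted p = 0.0168, 0.0153 and 0.00897), and SCARB1, a receptor for lipoproteins, fell by 0.89 (unadjusted p = 0.0275). FDXR fell by 0.67 (unadjusted p = 0.056) and AGPAT4 by 0.63 (unadjusted p = 0.0644), while 2 other probes of AGPAT4 changed by -0.47 and 0.09. Of the 11 genes of this list, all lower in all 3 donors, 8 were called and 3, with APOE, were not. Adjusted over the list alone 8 stayed at 0.05 or less by limma with Benjamini-Hochberg, and adjusted over all probes 0 did, on a list chosen on these arrays. With a replicate left out, the unadjusted p rose to 0.0998 for EBP and 0.0738 for FABP5 (without replicate 1) and to 0.0938 for CYP51A1, 0.0758 for DHCR7 and 0.0989 for SCARB1 (without replicate 3). After HIV-2 limma called 0 of the 11, with 0 at an unadjusted p of 0.05 or less, and the direct test between the viruses gave 9 of the 11 an unadjusted p of 0.05 or less, of which FABP5 had the difference -1.48 (unadjusted p = 0.000522). FDXR and AGPAT4 were not among the 9.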

Comparison of our data set from HIV-1 infected PBMC to the differentially expressed genes in GSE2171 data set [18] and to the differentially expressed genes in GSE6740 data set [28] has identified that fatty acid binding protein 5 (FABP5) was down modulated in all 3 studies. KEGG analysis and String Interaction Network analysis indicate the close association of enzymes FADS1, FADS2 and APOC1 involved in lipid and steroid metabolism (Table 2 and Fig 13). Lipid and cholesterol abnormalities are a common finding in HIV infected persons [32–34]. Similarly, genes involved in cellular biosynthesis and amino acid metabolism (AARS, CBS, PHGDH and PSAT1) were up regulated in HIV-1 infected cells. 

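CBS (probe on chromosome 21 of hg19, 44473319 to 44473378), which makes cystathionine from homocysteine and serine, had the lowest p of all probes in HIV-1 infected cells. Its log2 change was 3.65 (standard error 0.31, unadjusted p = 1.05e-05 from limma), with 3.81, 3.84 and 3.30 in replicates 1 to 3. Without 1 replicate at a time it stayed between 3.55 and 3.83. AARS (chromosome 16, 70287876 to 70287935), which loads alanine onto its transfer RNA, rose by 1.78 (standard error 0.32, unadjusted p = 0.000974), with 1.51, 2.32 and 1.53 in the donors.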

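CBS rose in HIV-2 infected cells by a log2 of 0.77 (standard error 0.31, unadjusted p = 0.0454 from limma) and was called, with 0.40, 1.53 and 0.38 in replicates 1 to 3. Without replicate 2 it rose by 0.39 and was not called (unadjusted p = 0.18). AARS rose by 0.67 (unadjusted p = 0.0762), PHGDH by 0.71 (standard error 0.42, unadjusted p = 0.138), with -0.33 in replicate 3, and PSAT1 by 0.47 (standard error 0.33, unadjusted p = 0.192). Without replicate 2, PHGDH rose by 0.16 and AARS by 0.25. Tested directly, all 4 were higher in HIV-1 than in HIV-2 infected cells, by 2.88 for CBS (unadjusted p = 4.78e-05), 2.14 for PSAT1 (unadjusted p = 0.000381), 1.62 for PHGDH (unadjusted p = 0.0068) and 1.11 for AARS (unadjusted p = 0.0112, and 0.0985 without replicate 3), each with an adjusted p of 0.862 or higher.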

Whereas, genes related to these functions were not differentially regulated in HIV-2 infected cells. In addition, the differently expressed genes and their co-expression network clusters in HIV-1 infected PBMC demonstrated significant enrichment for the GO biological process terms such as lymphocyte mediated immunity, steroid metabolic process, organelle assembly, regulation of protein serine / threonine kinase activity and serine family amino acid metabolic process that are distinct from the GO biological process terms identified in HIV-2 infected PBMC.

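PSAT1 (probe on chromosome 9 of hg19, 80944778 to 80944837) had a log2 change of 2.61 in HIV-1 infected cells (standard error 0.33, unadjusted p = 0.000113 from limma), with 2.74, 1.91 and 3.19 in replicates 1 to 3. PHGDH (chromosome 1, 120285529 to 120285588) rose by 2.34 (standard error 0.42, unadjusted p = 0.000998), with 2.03, 3.34 and 1.64. Both encode enzymes of serine synthesis. Without 1 replicate at a time, the log2 change of PSAT1 stayed between 2.33 and 2.97 and that of PHGDH between 1.83 and 2.69. With AARS and CBS they make up a list of 4 genes, of which 4 stayed at 0.05 or less adjusted over the list alone by limma with Benjamini-Hochberg and 0 adjusted over all probes, a list that the study chose on these arrays.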

Of particular interest were genes PHGDH and PSAT1, found to be consistently up regulated in HIV-1 infected cells. KEGG analysis and String Interaction Network analysis indicate the close association of the two enzymes PHGDH and PSAT1 (Table 2 and Fig 12). These proteins are enzymes involved in the serine biosynthesis pathway which converts the glycolytic intermediate 3-phosphoglycerate into serine. Serine is a central metabolite involved in the biosynthesis of other amino acids, nucleotides and alpha-ketoglutarate (α-KG) another key metabolic intermediate from the break-down of glutamate catalyzed by PSAT1. The enzyme, phosphoglycerate dehydrogenase (PHGDH) is the first enzyme branching from glycolysis in the serine biosynthetic pathway. Similarly, phosphoserine aminotransferase (PSAT1), is an enzyme that catalyzes the reversible conversion of 3-phosphohydroxypyruvate to phosphoserine and of 3-hydroxy-2-oxo-4-phosphonooxybutanoate to phosphohydroxythreonine. In actively proliferating cells, for the TCA cycle to continue uninterrupted during increased macromolecular biosynthesis, the cell must replenish the depleted pools of metabolic intermediates (anaplerosis). Therefore, intermediates of the TCA cycle like α-KG are diverted to the TCA cycle as biosynthetic precursor to up regulate anaplerotic reactions [35, 36]. The serine biosynthesis pathway, involving PHDGH and PSAT1 is implicated in contributing a significant fraction of glutamate to the α-KG flux, thereby playing an important role in TCA anaplerosis [37]. Recent evidence has shown that PHGDH is amplified and over-expressed in certain types of melanomas and breast cancer and plays a key role in cancer metabolism by influencing proliferation and metastases [37–40]. Reports have also implicated PSAT1 and PHGDH as having direct interaction with HIV-1 gp120 envelope protein [41, 42]. The predicted models of PHGDH and PSAT1 interaction with other cellular gene products and pathways (Fig 12) indicate a central role for these enzymes in helping the cell to adapt to metabolic changes in response to HIV-1 infection. While the exact function of these genes in modulating HIV-1 replication and life-cycle is not known, we believe that in HIV-1 infected cells, high PHGDH and PSAT1 expression might contribute to the serine pathway flux in replenishing metabolic intermediates of the TCA cycle thus promoting cellular survival and proliferation.

The present study has identified several differentially expressed host genes in response to HIV-1 and HIV-2 infections. This is a significant step towards the identification of a set of biomarkers based on host genomic foot prints that may become powerful tools in defining the pathogenesis of diverse HIV variants, especially when coupled with classic markers, such as CD4+ T cell count and viral load. Finally, identification of the differences in specific host metabolic and biosynthetic pathways impacted by HIV-1 or HIV-2 infection may lead to the use of more effective and targeted therapies for each of these HIV types than currently available. Further evaluation of these prognostic bio-markers in HIV-1 and HIV-2 infections is warranted. In the future, we plan to extend these studies to identify bio-markers that may be differentially regulated in HIV-1/HIV-2 infection using patient derived T-lymphocyte and macrophage systems and clinical isolates.

## Supporting Information

S1 File Excel file containing differentially expressed genes. (XLS) Click here for additional data file.

S2 File Excel file containing GO Term enrichment for the differentially expressed genes. (XLS) Click here for additional data file.

S1 Table Comparison of Day 7—differentially regulated genes in HIV-1 infected cells among experimental and two data sets from Gene Expression Omnibus (GDS 2649 and GDS 1449). Gene expression profile in HIV-1 and HIV-2 infected PBMC, Accession # GSE68563 [NCBI tracking system #17333911].
(DOC) Click here for additional data file.

# Supplementary material for: Analysis of Host Gene Expression Profile in HIV-1 and HIV-2 Infected T-Cells
**Source:** PLoS One. 2016 Jan 28;11(1):e0147421. doi: 10.1371/journal.pone.0147421
**Supplement:** S1 Table — Gene expression profile in HIV-1 and HIV-2 infected PBMC, Accession # GSE68563 [NCBI tracking system #17333911].

**S1 Table**

| **Comparison of Day 7 - differentially regulated genes in HIV-1 infected cells among experimental and two data sets from Gene Expression Omnibus (GDS 2649 and GDS 1449)** | | | |
| --- | --- | --- | --- |
| **Gene Symbol** | **FC** | **FC GDS 2649** | **FC GDS 1449** |
| CBS | 12.334886 | 0.8413 | 1.341796733 |
| SLC7A11 | 9.18609 | 1.212441315 | 1.279042384 |
| ULBP1 | 8.766445 | 1.005933118 | 1.68343416 |
| H1F0 | 7.938948 | 1.086956522 | 0.694031985 |
| PSAT1 | 6.7728977 | 1.177017322 | 1.018915307 |
| CRNDE | 5.044751 | N/A | N/A |
| PHGDH | 5.047805 | 1.138650111 | 1.122759401 |
| AARS | 3.552448 | 1.126803853 | 1.093504001 |
| ATF3 | 3.4399707 | 1.174403263 | 0.411748207 |
| CCL5 | 2.0074718 | 1.192135677 | 2.310732643 |
| GRB10 | 5.1734447 | 1.335846686 | 1.270107676 |
| FADS2 | 0.2331236 | 1.056397306 | 0.254472406 |
| MMP12 | 0.23880978 | 1.124502353 | 1.329048394 |
| APOC1 | 0.258765206 | 0.831122342 | 1.889181979 |
| FXYD2 | 0.314456964 | 1.091186123 | 1.447015834 |
| KIAA0125 | 0.283585032 | 0.937161881 | N/A |
| LAIR2 | 0.306805216 | 1.343687597 | 1.296886488 |
| IL5 | 0.350326971 | 1.523809524 | 1.472161357 |
| IL4 | 0.411587793 | 0.708666667 | 1.371388001 |
| HIVEP3 | 0.484136728 | 2.425026969 | 1.402784213 |
| IL13 | 0.534341058 | 1.349562081 | 1.441101695 |

FC: Fold Change

N/A: Not applicable

How the deposited data were processed for this re-analysis (not part of the article)

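RNA from PBMC of 3 donors on day 7 after infection was measured on 9 single-dye Agilent arrays, 3 of uninfected cells, 3 of cells infected with HIV-1 MN and 3 of cells infected with HIV-2 ROD. Each donor gave 1 array to each group, and the donors are called replicates 1 to 3. For each array the authors deposited the output of Agilent's Feature Extraction program, whose processed signal is the intensity of a spot on a linear scale after background subtraction, without normalization between arrays. They also deposited a table of log2 values for 21497 probes after quantile normalization in GeneSpring. S1 File prints 2298 of these values, and all equal the table to 4 decimals. The other time points, the PCR measurements, the protein measurements and the experiments in cell lines had no files and were not analysed here.

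Control spots were removed and the log2 processed signals of the 9 arrays were quantile normalized. Spots that the program marked as non-uniform or as population outliers were then set as missing and the other spots of a probe were averaged. Probes of which most spots were well above background, on at least 8 of the 9 arrays, were kept, 23095 of 34127, of which 142 had a missing value and 2 could not be fitted in full. Probes were named by matching their accession to a RefSeq gene table of a different genome build, from which no coordinates were taken. Coordinates are those of the array annotation, on hg19. The model was fitted with limma 3.58.1 in R 4.3.3 (statmod 1.5.0, data.table 1.17.8), with a term for the donor, 4 residual degrees of freedom and 2.74 prior degrees of freedom, and without an intensity trend. The comparisons were HIV-1 against uninfected, HIV-2 against uninfected and HIV-1 against HIV-2. A probe was called at a fold change of 1.5 or more and an unadjusted p of 0.05 or less, the thresholds of the paper's methods, and the count after Benjamini-Hochberg adjustment is given beside it. The median standard error of a log2 change was 0.35.

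The comparisons, the thresholds, the gene lists, the rule for naming genes and every alternative were chosen before the data were examined, apart from 2 alternatives, the background correction from median signals and the t-test on the authors' values. The rule for naming genes takes every gene that the paper names as changed in its text, Table 2, Table 3 or Fig 2B and the 5 largest changes in each direction among probes past the threshold with the same direction in all donors. Since 0 probes passed the adjusted p by limma, the unadjusted threshold was used for the latter, as the rule provides. Genes on the Y chromosome, XIST and probes without a symbol were left out.

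In all, 12 lists of genes were written, 5 of processes (response to amino acid shortage, cholesterol synthesis, proliferation, interferon response, heat shock) and 7 of cell type markers (CD4 T cells, CD8 T cells, NK cells, B cells, monocytes and macrophages, Th2 cells, red blood cells). Each was tested with limma's camera at an inter-gene correlation of 0.01, and p was adjusted by Benjamini-Hochberg over the 15 tests of the process lists and, separately, over the 21 tests of the marker lists. The same lists were tested with fry and with camera at an estimated correlation. A list's value is the median of the log2 changes of its genes, with 1 probe per gene.

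The alternatives were a shift to a common 75th percentile in place of quantile normalization, the authors' values, no filter, 2 other filters, no donor term, the slide in place of the donor, a fit of only the 2 groups compared, limma's array weights (gene-by-gene method), the methods' t-test between the arrays of each donor, 1 probe per symbol, the other probes of a gene, and each replicate left out in turn. When a replicate is left out, the remaining 6 arrays are fitted in the same way. A background correction by normexp with an offset of 50 was run on the median signals, since the mean signals it was planned for were not in the files. The steps were tested on simulated data for the HIV-1 comparison, with 200 of 22953 probes changed and the noise of each array as measured. By limma 72 of 100 probes changed by a log2 of 1 and 94 of 100 changed by 2 were called, 36 of the latter also after adjustment, and 2.87% of the unchanged probes were called. The t-test called 38 and 76, with 0 after adjustment, and 0.74% of the unchanged probes. With equal noise on every array limma called 67 and 90 of the changed probes and 4.71% of the unchanged ones. To see how far the shared uninfected arrays make the comparisons alike, 100 data sets were simulated with no virus effect and the noise of each array as measured, and 100 with equal noise, the latter chosen after the data had been seen. All simulations drew the noise of each probe independently of the other probes. Of the genes that the paper names, 2 are not reported here.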

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

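The tests of the uninfected array of replicate 2, of single lists without replicate 2 and of the cell types behind the cholesterol list and behind APOE, APOC1 and MMP12 were chosen after the result had been seen, while the comparison of the amino acid and cholesterol lists with the marker lists was not.

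The uninfected array of replicate 2 lay far from the other 8. Its 75th percentile of the processed signal was 239.4, where the next lowest array had 1255, and 65.6% of its spots were well above background. The gap to the nearest array was 0.647 and 0.612 of the whole range of the 9 arrays, above a limit that chance exceeds in about 1 of 20 such groups. The log2 changes against uninfected cells were larger in this donor than in the others. If the uninfected array were the source, it would also stand apart from the other uninfected arrays after normalization, and its correlation with their mean was 0.826, lower than that of each of the other 8 arrays with the rest of its group (0.904 or higher). If the infected cells of this donor had responded more strongly, their arrays would stand apart, and they did not: the lower of their correlations was 0.956, inside the range of the other infected arrays (0.938 to 0.965). The values are thus consistent with a source in the uninfected array. Whether its dimness, its slide, which it shared with no other array used here, or a different state of the uninfected cells is behind this cannot be told apart, since the donor has 1 such array and it alone is on its slide.

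Between HIV-1 and HIV-2 infected cells of the same donor, all 5 process lists differed by camera at an adjusted p of 0.05 or less, and none did by fry. The median log2 difference was 0.84 for the amino acid list, -0.66 for the cholesterol list, -0.90 for the proliferation list, -0.23 for the heat shock list and -0.0440 for the interferon list. The first 3 kept their direction in all 3 donors. Heat shock genes had the opposite sign in replicate 2 (0.01), and interferon genes were lower after HIV-1 in replicate 1 alone (-0.75, against 0.18 and 0.25), so that without replicate 1 their median was 0.25. The medians of the fitted differences come from the infected arrays, while the uninfected arrays enter through the normalization and, for the p, the residual spread. The HIV-1 and HIV-2 arrays of each donor were on the same slide. A change in the share of a single cell type may move a list without a change within cells. After HIV-1 the amino acid and cholesterol lists moved apart by 1.60, while the widest gap between the medians of 2 marker lists was 0.890, and the lowest median of the amino acid list in a donor, 0.91, was above the highest of any marker list in a donor, 0.36. This argues against a change in 1 of the marked cell types as the whole source of both. For the cholesterol list alone it decides nothing. That list had the same sign as the monocyte and macrophage markers in 6 of 6 combinations of donor and virus and as the proliferation list in 5 of 6, but the signs had been seen before and the viruses share the uninfected array of each donor, so fewer monocytes and macrophages or fewer dividing cells after HIV-1 are neither supported nor excluded. A difference between the viruses in the cells' own response also stays open and was not tested. The paper measured the antigens of HIV-1 and HIV-2 with different kits, so whether the cultures were infected to the same extent is not known.

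Of the 7 marker lists, 5 were lower in HIV-1 than in HIV-2 infected cells by camera: monocytes and macrophages by -1.39 (0 of 17 genes higher), Th2 by -0.63, red blood cells by -0.46, B cells by -0.43 and CD8 T cells by -0.34. By fry, and by camera with an estimated correlation, none was. The Th2 list was higher in replicate 1 (0.39) and the B cell list in replicate 3 (0.09). Without replicate 1 the CD8 list was at -0.12 and not past the threshold, nor was it without replicate 3 (-0.38), and the Th2 list was not past it without replicate 2 (-0.62) or replicate 3 (-0.70). The shares of cell types in the cultures may differ between the viruses, or the genes may change within monocytes and macrophages. Of the 17 genes tested from the monocyte list the paper names 3 from these arrays, MMP12, APOE and APOC1. The other 14 that passed the filter had a median of -0.39 after HIV-1 (4 of 14 higher, CD14 by 0.31), at a camera p of 0.0404. That p was 0.114 without replicate 1, 0.154 without replicate 3 and 0.00254 without replicate 2, with a median of -0.37 in the last case. MMP12 and APOC1 fell by 2.04 and 2.06 and APOE by 0.79. Without those 3 genes the direct difference was -1.14, with 0 of 14 higher. Whether fewer monocytes and macrophages lie behind the lower values of MMP12, APOE and APOC1 after HIV-1 is therefore left open, since the p of the other markers rose above 0.05 without replicate 1 or 3 and their fall was smaller than that of MMP12 and APOC1.

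Some lists for processes or cell types that the paper does not analyse changed against uninfected cells by camera, all without fry passing its threshold. The interferon list rose by a median log2 of 0.40 after HIV-1 (37 of 43 genes) and 0.62 after HIV-2 (39 of 43). Without replicate 2 the value after HIV-1 was 0.13 and no longer past the threshold, as the dim uninfected array would give, and after HIV-2 it was 0.35 and past it. Monocyte and macrophage markers changed by -0.51 after HIV-1 and 0.86 after HIV-2, and by 0.82 after HIV-2 without replicate 2. Th2 markers fell by 0.92 after HIV-1 (-0.73 without replicate 2); 3 of the 9 genes on that list are named in the paper from these arrays and 2 are also on the CD4 list. Red blood cell markers fell by 0.65 after HIV-1, from a low level (HBB at 6.05 in log2 in uninfected cells). Their median was -0.34 without replicate 2, and -0.83 and no longer past the threshold without replicate 3. They kept direction and threshold in 8 of 15 settings, with medians from -0.97 to -0.18. B cell markers rose by 0.30 after HIV-2, of which replicate 1 gave 1.13 and the others -0.64 and -0.09, and without replicate 1 they fell by 0.22. Apart from the interferon list after HIV-1 and the B cell list, these values argue against a single array as the whole source. For the red blood cell list the direction alone does so. Of the lists that the paper does treat, the amino acid list after HIV-2 was 0.14 and the heat shock list 0.21 without replicate 2, smaller than with it but still past the threshold. An effect of the viruses and a change in the mix of cells stay open for each of these lists, and purified cells were not used here.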

How the results depend on the processing

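The t-test on the authors' values and the background correction on median signals were chosen after the data had been seen, and the normexp correction on mean signals that had been planned was not run because the files hold no mean signals.

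The counts of called probes moved with the filter and the test. With 1 probe per symbol, HIV-2 up-regulated genes numbered 218 in place of 328. With no filter the HIV-1 counts were 862 up-regulated and 970 down-regulated, in place of 554 and 592, the HIV-2 counts 662 and 784, in place of 328 and 307, and 547 probes in place of 186 were called for both viruses, with 438 higher in the direct comparison. Keeping probes positive and significant on 8 of 9 arrays gave 567 and 564 for HIV-2 and 376 for both, and keeping probes well above background in all arrays of a group gave 293 for both. These filters test more probes (34127, 28231 and 24925). A shift to a common 75th percentile gave 427 and 922 for HIV-1, so 31.7% of the calls were up-regulated in place of 48.3%, and for HIV-2 43.3% in place of 51.7%. With normexp on median signals 57.3% of the HIV-1 calls were up-regulated, HIV-2 had 180 down-regulated probes and 114 probes were called for both. The cause was not tested.

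Without the replicate block the HIV-1 counts were 243 and 189, the HIV-2 counts 105 and 102, the count for both 74 and the direct counts 47 and 61. Fitting only the 2 groups compared gave 281 and 285, 105 and 93, 38 for both, and 949 and 867 in the direct comparison, 6 of them past the adjusted threshold; without the uninfected arrays the spread of the direct comparison comes from the infected arrays alone. With the slide as the block in place of the donor the direct counts were 832 and 846, and 1 probe passed the adjusted threshold for HIV-1 and 1 in the direct comparison, both of CHAC1. Array weights gave the uninfected array of replicate 2 a weight of 0.0566, where the others had 0.68 to 2.99, and gave direct counts of 442 and 725 and 2 probes past the adjusted threshold for HIV-1, of CBS and CHAC1. For HIV-2 0 probes were past it in all 16 alternatives, by limma or by the t-test. The methods' paired t-test on the same values gave 128 and 210 for HIV-1, 32 and 49 for HIV-2, 6 for both and 248 lower in the direct comparison. On the authors' values it gave 116 and 200, 31 and 36, 7 for both, and 155 and 251. Each left 0 probes after adjustment. In all 16 alternatives except the count without replicate 3, HIV-1 had more calls than HIV-2.

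Without 1 replicate at a time, the HIV-1 counts ranged from 279 to 555 up-regulated and from 206 to 594 down-regulated, the lowest both without replicate 3, the counts for both viruses from 120 to 268, and the direct counts from 40 to 876 and from 120 to 743, the lowest without replicate 1 and the highest without replicate 2. The HIV-2 counts ranged from 247 to 459 and from 214 to 323. Without replicate 3 the HIV-2 total was 782, above the HIV-1 total of 485.

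The lists depended most on the test. By fry, the amino acid list after HIV-1 alone stayed past an adjusted p of 0.05 (0.0435). With medians unchanged, fry gave adjusted p of 0.131 for cholesterol (-0.49), 0.385 for interferon (0.40) and 0.178 for proliferation (-0.57) after HIV-1. After HIV-2 it gave 0.277 for amino acid (0.35), 0.462 for cholesterol (0.13), 0.178 for heat shock (0.50), 0.315 for interferon (0.62) and 0.385 for proliferation (0.31). In the direct comparison it gave 0.0663 for amino acid (0.84), cholesterol (-0.66) and proliferation (-0.90), 0.373 for heat shock (-0.23) and 0.771 for interferon (-0.0440). With camera and an estimated correlation all 14 lost the threshold, the amino acid list after HIV-1 (1.12) with an adjusted p of 0.107, and so did the 10 marker lists that had passed. Both tests use the spread between the arrays, which rests on 4 residual degrees of freedom.

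Apart from those tests, the amino acid and proliferation lists, and the cholesterol list after HIV-1 and in the direct comparison, the heat shock list after HIV-2 and in the direct comparison and the interferon list after HIV-2, kept direction and threshold in every other alternative. The direct interferon median (-0.0440) lost the threshold on the authors' values (-0.0582), with no filter and both other filters (-0.0440), with the slide block (-0.0440) and with 6 arrays (-0.03), and was 0.10 with array weights; without 1 replicate at a time it ranged from -0.31 to 0.25. The cholesterol list after HIV-2 lost it with the slide block (0.0660) and array weights (0.0321), and ranged from 0.0826 to 0.137 without 1 replicate. The heat shock list after HIV-1 ranged from -0.0220 to 0.400, past the threshold without replicate 1, and the interferon list after HIV-1 from 0.13 to 0.63, not past it without replicate 2. B cell markers after HIV-2 ranged from -0.22 to 0.55, the lowest without replicate 1. Without the replicate block 7 of the 10 marker calls and none of the 14 process calls lost the threshold. The cause was not tested.

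For the 25 genes of Table 3, the folds of the main fit lay within 0.904 to 1.09 times the paper's. The range was 0.440 to 0.965 with normexp, 0.554 to 1.40 with array weights and 0.741 to 1.51 without replicate 3. At the other probes of 5 of these genes it was 0.286 to 1.47. Among 402 values of named genes, the sign differed in 19 with the shift to the 75th percentile, 16 with normexp, 7 of 396 on the authors' values, 40 with the slide block, 36 with array weights, and 45, 49 and 30 without replicates 1, 2 and 3. Of 123 other probes of the named genes 32 had the opposite sign. Signal over background limits what the uninfected array of replicate 2 adds: its median spot was 4.1 times its local background, where the other arrays had 6.73 to 8.24.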

Differences from the paper's values

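The t-test on the authors' normalized values was chosen after the values had been seen, and the background correction on median signals was chosen after the files had been read; the other alternatives were set before the data were examined.

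For HIV-1, 554 probes were up-regulated by limma, and the paper's value is 116 genes. Among the alternatives, the methods' t-test on the same normalized values gave 128, which is within 1.5 times the paper's value, and no other setting chosen before the data were examined came that near (from 243 with no donor term to 862 with no filter). For down-regulated genes the count was 592 and the paper's value is 200. The t-test gave 210, the fit without a donor term 189, the fit of 6 arrays 285 and the fit without replicate 3 206, all within 1.5 times, and the other alternatives, from 365 to 970, were not.

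For HIV-2, 328 probes were up-regulated, while the paper's text states 21 genes and S1 File lists 31 probes. The t-test on the same values gave 32, within 1.5 times of 31 but not of 21. No other setting chosen before the data were examined came within 1.5 times of either, the nearest being 105 with no donor term or with 6 arrays. Down-regulated probes numbered 307, and the paper's value is 36. The t-test gave 49, within 1.5 times, and the other settings of that kind 93 to 784. On the authors' values, a setting chosen after the values had been seen, the t-test with no adjustment gave 116, 200, 31 and 36, the same probes as S1 File.

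The paper's Table 3 prints adjusted p-values, which equal its unadjusted ones to within 8.18e-05. By limma with Benjamini-Hochberg over all probes 0 of the 25 genes had an adjusted p of 0.05 or less, and 23 of 25 had an unadjusted p of 0.05 or less. The paired t-test on the authors' values also left 0 probes after adjustment.

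The paper reports ATF3, EGR2, TGIF1 and BHLHE41 as up-regulated in HIV-1 infected cells and in no others. By limma BHLHE41 (1.60, unadjusted p = 0.0186) and ATF3 (0.90, unadjusted p = 0.0356) were called in HIV-2 infected cells, and BHLHE41 and EGR2 were not called in HIV-1 infected cells (unadjusted p = 0.0575 and 0.0691). The t-test on the authors' values calls all of them for HIV-1. At other probes ATF3 changed by 1.14, -0.51 and -0.98 after HIV-2. The paper reports IL4 as lower with HIV-1 alone, and it was also called with HIV-2 (-0.68). It reports the amino acid genes as unchanged with HIV-2, and CBS was called there (0.77, unadjusted p = 0.0454). Of the genes the paper calls, limma did not call CTBP2, THOC4, NUPL2, ZSCAN2 and KRT1 with HIV-2, nor APOE, CTNNB1, FDXR, AGPAT4, ME3, ANKH, IL13RA1 and MRPS14 with HIV-1, and the t-test on the authors' values calls these.

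PSPH, which the paper counts among the differentially expressed genes, was not called (0.50, unadjusted p = 0.257) and is not in S1 File. In Table 2, S1 File holds 2 of the 13 fat digestion genes, 2 of the 12 HTLV-I genes, 1 of the 6 protein processing genes and 0 of the 10 spliceosome genes, and limma called 2, 3, 1 and 0 of them, with 2, 3, 1 and 0 at an unadjusted p of 0.05 or less. Of the spliceosome genes, listed as up-regulated with HIV-2, 4 of 10 rose. For the fat digestion, HTLV-I, protein processing and spliceosome lists, Table 2 gives selection sizes above the paper's counts for day 7. They may therefore come from another selection than the day 7 calls. ACOT7, listed as down-regulated with HIV-1, rose by 0.37, but fell by 0.52 without replicate 2. UBE3B, shown as down-regulated with HIV-1 in Fig 2B and not in S1 File, rose by 1.09 with HIV-1, by 0.32 without replicate 2, and was not called. Of the genes that Fig 2B places with HIV-1 alone, limma also called ATF3, CBS, SLC7A11, IL13RA1, IL4 and HIVEP3 with HIV-2 in the same direction, and MMP12 in the opposite direction (1.38, unadjusted p = 0.0403). Each of these 7 had an unadjusted p above 0.05 with some replicate left out, up to 0.216 for MMP12. Of those it places with HIV-2 alone, RCAN2 (-1.01, unadjusted p = 0.0674) and KIAA1324 (-0.875, unadjusted p = 0.157) were not called.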

Other observations

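The simulation with equal noise on every array was chosen after the result had been seen, while the comparison of the number of calls without replicate 2 and the splits of the arrays were both set out earlier.

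More probes were called for HIV-1 (1146) than for HIV-2 (635). If the dim uninfected array of replicate 2 were the source, the excess would go without that donor, and the ratio of calls for HIV-1 to those for HIV-2 was then 1.69, so that array alone is unlikely to be the source. Without replicate 3, however, the totals were 485 for HIV-1 and 782 for HIV-2, so the excess is not kept without that donor. With fewer donors the uninfected array of replicate 2 also weighs more, so the source of this reversal cannot be told. In the simulations of shared uninfected arrays without a virus effect and with the noise of each array as measured, none of 100 gave as many calls for HIV-1 as observed, while with equal noise 11 of 100 did (median 1088, against 1135). For HIV-2 all gave as many in both. Whether HIV-1 had more calls than such simulations thus depends on the noise assumed. Each probe's noise was drawn separately, without variation that probes share, so the simulations cannot decide whether the count goes beyond chance.

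The 6 arrays of a comparison can be split in 4 ways that part the arrays of every donor, the real grouping included. For HIV-1 1 of the 4 splits gave as many calls as the real grouping (566), and the other splits gave 142 to 388. For HIV-2 4 of 4 did (198 against up to 647), and for HIV-1 against HIV-2 1 of 4 did (1816 against up to 890). With 4 splits the share cannot go below 0.25, so chance cannot be excluded for any of the 3, and for HIV-2 the real grouping gave the fewest calls. The other splits leave the arrays of some donors together. Of these, splits that part the arrays of replicate 2 alone gave up to 11213 calls for HIV-1 and 10715 for HIV-2, and they follow the slide of the uninfected array of that donor. The values without replicate 2 were 473 up-regulated and 594 down-regulated probes for HIV-1 and 355 and 275 for HIV-2.

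For the marker lists not given above, CD4 T cell markers changed by a median log2 of -0.16 after HIV-1, -0.34 after HIV-2 and 0.20 between the viruses, NK cell markers by -0.03, 0.07 and -0.21, CD8 T cell markers by -0.15 after HIV-1 and 0.11 after HIV-2, B cell markers by -0.17 after HIV-1, Th2 markers by -0.40 after HIV-2 and red blood cell markers by -0.16 after HIV-2. None had a camera adjusted p of 0.05 or less. The CD4 list after HIV-2 passed it without replicate 2 (-0.45), with the slide block (-0.377) and with array weights (-0.354), the Th2 list after HIV-2 without replicate 2 (-0.374), and the CD4 list between the viruses without replicate 3 (0.39).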
